# Estrogen receptor beta impacts hormone-induced alternative mRNA splicing in breast cancer cells

**DOI:** 10.1186/s12864-015-1541-1

**Published:** 2015-05-09

**Authors:** Dougba Noel Dago, Claudio Scafoglio, Antonio Rinaldi, Domenico Memoli, Giorgio Giurato, Giovanni Nassa, Maria Ravo, Francesca Rizzo, Roberta Tarallo, Alessandro Weisz

**Keywords:** Breast cancer, Estrogen receptor beta, Alternative splicing, Alternative promoters, RNAseq

## Abstract

**Background:**

Estrogens play an important role in breast cancer (BC) development and progression; when the two isoforms of the estrogen receptor (ERα and ERβ) are co-expressed each of them mediate specific effects of these hormones in BC cells. ERβ has been suggested to exert an antagonist role toward the oncogenic activities of ERα, and for this reason it is considered an oncosuppressor. As clinical evidence regarding a prognostic role for this receptor subtype in hormone-responsive BC is still limited and conflicting, more knowledge is required on the biological functions of ERβ in cancer cells. We have previously described the ERβ and ERα interactomes from BC cells, identifying specific and distinct patterns of protein interactions for the two receptors. In particular, we identified factors involved in mRNA splicing and maturation as important components of both ERα and ERβ pathways. Guided by these findings, here we performed RNA sequencing to investigate in depth the differences in the early transcriptional events and RNA splicing patterns induced by estradiol in cells expressing ERα alone or ERα and ERβ.

**Results:**

Exon skipping was the most abundant splicing event in the post-transcriptional regulation by estradiol. We identified several splicing events induced by ERα alone and by ERα + ERβ, demonstrating for the first time that ERβ significantly affects estrogen-induced splicing in BC cells, as revealed by modification of a subset of ERα-dependent splicing by ERβ, as well as by the presence of splicing isoforms only in ERβ + cells. In particular, we observed that ERβ + BC cell lines exhibited around 2-fold more splicing events than the ERβ- cells. Interestingly, we identified putative direct targets of ERβ-mediated alternative splicing by correlating the genomic locations of ERβ and ERα binding sites with estradiol-induced differential splicing in the corresponding genes.

**Conclusions:**

Taken together, these results demonstrate that ERβ significantly affects estrogen-induced early transcription and mRNA splicing in hormone-responsive BC cells, providing novel information on the biological role of ERβ in these tumors.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1541-1) contains supplementary material, which is available to authorized users.

## Background

Breast cancer (BC) is the most frequent cancer in women worldwide [1], and its development and progression are known to rely strongly on the stimulation by female sexual hormones, especially estrogens. Estrogen receptors α (ERα) and β (ERβ) are transcription factors that mediate the actions of estrogens in target cells [2,3]. Ligand binding to ERα or ERβ induces receptor dimerization, either as homodimers (ERα/ERα or ERβ/ERβ) or heterodimers (ERα/ERβ) [4], and promotes its translocation to the nucleus and binding of target chromatin sites via Estrogen Response Elements (EREs) and other regulatory elements on DNA [5]. Although encoded by different genes, ERα and ERβ share the same general modular protein structure of the nuclear hormone receptor superfamily, and have almost 100% amino acid sequence homology in their DNA-binding domain. They also show 59% amino acid homology in their ligand-binding domains [4,5]. The two ERs are thus quite similar in sequence and structure, but ERβ has considerably different and, in most cases, opposite biological effects compared to ERα in BC cells, both *in vivo* and *in vitro*. ERα regulates the transcription of hundreds of genes [6], enhancing BC cell growth, proliferation and survival in response to estrogens [7]. The specific role of ERβ and its impact in BC are unclear. This ER subtype is expressed in 70% of human breast tumors in combination with ERα, even if some human breast tumors express only ERβ [8-10]. Several reports have suggested that ERβ has anti-proliferative action in BC cells, by increasing the expression of anti-proliferative genes and/or decreasing the expression of proliferative and anti-apoptotic genes [11-15] and the ERα/ERβ ratio determines the cell-specific response to estrogen. In BC this ratio is higher than in normal tissues, due to up-regulation of ERα and down-regulation of ERβ [16]. Loss of ERβ mRNA levels in cancer can occur as a result of promoter methylation [17]. These observations have suggested a positive prognostic value of this receptor subtype [12,18]. However, several studies have reported also a negative prognostic value for ERβ expression [19,20], making the overall contribution of this receptor isoform to BC biology unclear.

The exact mechanism of the antagonism between ERβ and ERα is only partially known. As the two receptors share only 30% homology in their transactivation domain AF1 [5], it is likely that they show different patterns of interaction with coregulatory proteins. Indeed, we have previously reported that the protein interactomes of both ERβ and ERα show significant differences of the protein complexes engaged by the two ER subtypes [21-25]. A particularly interesting subset of interacting proteins, with only partially overlapping interaction patterns between the two receptors [26], comprises factors involved in RNA maturation and splicing [Additional file 1: Figure S1] [26].

Alternative splicing is a mechanism by which cells can increase the variability of their proteomes by changing the composition of transcribed genes through differential choice of exons to be included in the final mRNA molecule [27]. Almost 90% of human genes show alternative splicing during development, cell differentiation and disease [28]. Recent studies have shown the existence of cancer-specific splicing events by which transformed cells switch from the adult isoform of the gene to a more embryonic one, contributing to the cancer phenotype [29-31].

Alternative splicing events have been monitored in BC and in numerous tumor types [32], and ERα itself has been reported to induce alternative splicing of a specific set of genes [33-35]. Here, we investigated the ability of ERβ to regulate mRNA maturation and splicing in hormone-responsive BC cells. To this purpose, we performed high-throughput RNA sequencing (RNA-seq) analysis of human MCF-7 cell lines stably transfected with ERβ, and compared them with the wild type line, expressing only ERα, upon 17β-estradiol (E2) stimulation.

## Results

### High-throughput sequencing in ERβ + and ERβ- human BC cell lines

We have previously established and characterized subclones of the human BC cell line MCF-7 expressing human ERβ fused to a Tandem Affinity Purification (TAP) tag, and have shown that the addition of the TAP-tag at either the N- or the C-terminus of the protein (indicated as Nt-ERβ and Ct-ERβ, respectively) does not alter significantly the receptor function, nor its ability to activate transcription or to antagonize ERα-dependent transcription [21,22,36]. 

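MCF-7 is a human breast cancer line that grows in response to estrogen. RNA was sequenced from 3 MCF-7 lines, the parental cells (wt) and a pair of stable subclones that carry tagged ERβ, with the tag at the C-terminus (Ct-ERβ) or at the N-terminus (Nt-ERβ). Cells were starved of hormone for 5 days and then kept in ethanol or given 10 nM E2 for 2 hours. Each of the 6 conditions has 3 replicates, which makes 18 libraries. The paper describes stranded total RNA libraries read in pairs, aligned with TopHat 2.0.10 to GRCh37/hg19 and compared with Cuffdiff 2.1.1. The deposited values analysed here are FPKM (mapped fragments, divided by exon length and library size) for each gene in each library. They were normalized by the authors for gene length and library size, cover 56256 genes and hold no isoforms and no read counts. Genes marked as not estimated in any library were left out, which kept 55720. Depth was estimated as the library size that divided the FPKM. A single fragment of a short 1-exon gene sets the smallest step between FPKM values and so gives this size. It is the depth only if the authors divided by all mapped fragments. It came to 38.4 to 39.2 M fragments (M, 1e6; median 38.9) in wt without E2 and 39.2 to 40.0 M (median 39.3) with E2. Nt-ERβ had 38.8 to 39.4 M (median 39.3) without E2 and 39.6 to 40.3 M (median 39.7) with E2. Ct-ERβ had 37.0 to 37.6 M (median 37.2) without E2 and 25.1 to 25.4 M (median 25.2) with E2. Counted as 2 reads per fragment, the median estimate was 78.0 M reads. The 3 Ct-ERβ libraries with E2 also stood apart in what they contained. Small RNA genes took 76.2 to 76.5% of their summed FPKM, against 47.6 to 51.0% in the other 15 libraries. E2 was compared with no E2 in each line with limma on log2(FPKM + 0.5), over genes with a mean of at least 0.5 FPKM with or without E2. A gene counted as regulated at an adjusted p of at most 0.05 and a ratio of means of at least 1.3. Because all FPKM values of a library share 1 divisor for library size, most Ct-ERβ results are also given after median-ratio scaling, which divides a library by its median ratio to the mean library. How the authors set that divisor is not stated. The factor was 0.799 to 0.800 for Ct-ERβ with E2 and at least 1.02 for the other 15 libraries. Replicates differed by about sampling noise, with a dispersion index of 0.846 to 0.975 over the 6 conditions (1 means sampling noise alone; 1-exon genes with 100 to 1000 fragments). At 5 to 20 fragments the index of Ct-ERβ with E2 was 1.24 (95% interval 1.01 to 1.54), slightly above it. The standard errors and p-values thus carry the spread between these libraries. Whether the replicates are separate cultures is not stated, so these values may hold no spread between cultures.

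**Figure D1:**
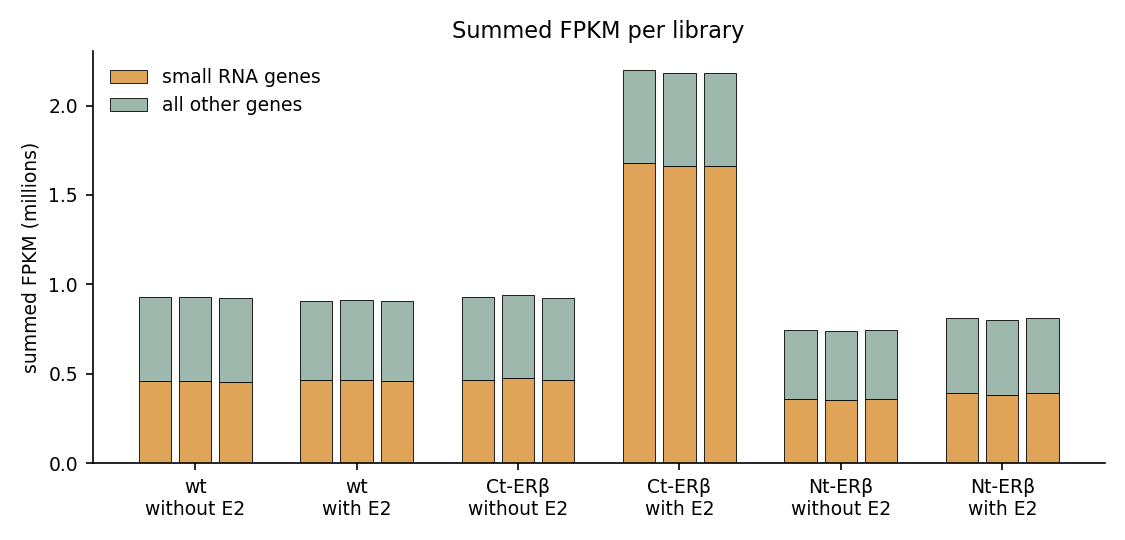
Summed FPKM of each library (bars), split into small RNA genes and all other genes, for the 3 replicates of each condition. The Ct-ERβ libraries with E2 stand apart, with 76.2 to 76.5% of the sum in small RNA genes.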

In order to study the early events of hormone-induced pre-mRNA maturation, we used these stable cell lines to perform deep-sequencing analysis of estrogen-induced transcriptional events shortly after stimulation with 17β-estradiol (2 h), to focus mostly on primary transcriptional events [21,36]. For comparison, we also performed the experiment in wild-type MCF-7 cells, which do not express endogenous ERβ.

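ESR2, the gene of ERβ, was near the limit of detection in wt cells and clearly expressed in both subclones, far more so in Nt-ERβ. Without E2 its level was 0.210 ± 0.0897 FPKM (SD, n = 3) in wt, 6.36 ± 0.537 (SD, n = 3) in Ct-ERβ and 141 ± 2.27 (SD, n = 3) in Nt-ERβ. With E2 it was 0.227 ± 0.0774 FPKM in wt, 3.69 ± 0.198 in Ct-ERβ and 84.7 ± 1.34 in Nt-ERβ (SD, n = 3 each). ESR2 fell with E2 in Nt-ERβ, by a log2 change of -0.74 (limma, adjusted p = 1.72e-06). In Ct-ERβ the change was -0.71 as deposited and -0.24 after scaling, which did not pass the test. The gene lies on chromosome 14 of GRCh37/hg19 from 64550950 to 64804830, and its FPKM counts reads of the native gene and of the transgene alike. ESR1, the gene of ERα on chromosome 6 from 151977826 to 152450754, was expressed in all 3 lines. Without E2 it was at 53.1 ± 0.465 FPKM in wt, 66.7 ± 1.36 in Ct-ERβ and 40.3 ± 1.51 in Nt-ERβ (SD, n = 3 each). With E2 it was at 51.6 ± 1.05 FPKM in wt and 38.8 ± 0.660 in Nt-ERβ (SD, n = 3 each). In Ct-ERβ with E2 it was at 38.5 ± 2.05 FPKM (SD, n = 3), a log2 change of -0.79 as deposited and of -0.27, which did not pass the test, after scaling. Every Ct-ERβ and Nt-ERβ library lay above every wt library for ESR2 at either treatment (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 libraries allow).

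**Figure D2:**
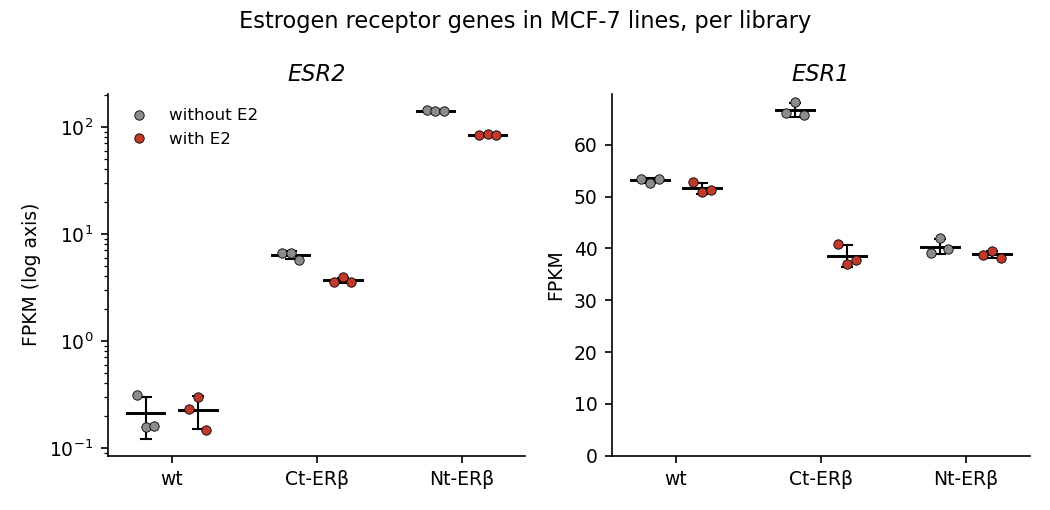
FPKM of ESR2 (log axis) and ESR1 (linear axis from 0) in each library of wt, Ct-ERβ and Nt-ERβ cells without and with E2. Points are libraries, lines the mean of 3 and bars the SD; ESR2 is at 141 FPKM in Nt-ERβ and 6.36 in Ct-ERβ without E2, against 0.210 in wt.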

Almost 70 million reads/replicate were aligned against the reference human genome for ERβ- and ERβ + BC cell lines. The number of reads for genes and isoforms were normalized to “Fragment Per Kilobases of exon per Million of mapped reads” (FPKM). In order to analyze genes and isoforms, we set 0.5 FPKM (at least one analyzed condition, with/without E2 stimulus) as the expression level threshold. In this way, we identified 16,821 (MCF-7 wt), 16,148 (Ct-ERβ) and 17,135 (Nt-ERβ) genes as expressed. 

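All 3 lines expressed the genes that mark luminal breast epithelium. Without E2, KRT19, a keratin of luminal cells, was at 510 ± 4.25 FPKM in wt, 653 ± 4.65 in Ct-ERβ and 579 ± 3.47 in Nt-ERβ (SD, n = 3 each). FOXA1, a factor that opens chromatin for ERα, was at 64.2 ± 0.203 FPKM in wt, 58.7 ± 0.974 in Ct-ERβ and 65.3 ± 0.760 in Nt-ERβ (SD, n = 3 each). Of 10 luminal markers listed before the data were examined, all 10 passed the level of 0.5 FPKM in every line. None of 8 immune cell markers passed it in any line, and of 10 fibroblast markers 2 passed in wt, 1 in Ct-ERβ and 1 in Nt-ERβ. The subclones also differ from wt in single genes. DHRS3, a retinaldehyde reductase chosen after its values were seen, was at 7.86 ± 0.105 FPKM in wt without E2, 0.566 ± 0.121 in Nt-ERβ and 0.0413 ± 0.0252 in Ct-ERβ (SD, n = 3 each). In all, 15886 genes were expressed in wt, 15557 in Ct-ERβ and 16154 in Nt-ERβ, at a mean of at least 0.5 FPKM over the 3 replicates with or without E2. All 3 lines shared 14573 of the 17309 genes expressed in any of them. Expression was seen in wt alone for 496 genes, in Ct-ERβ alone for 408, in Nt-ERβ alone for 690, and in both ERβ+ lines but not wt for 325.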

The criteria for considering genes and isoforms as significantly regulated by estradiol were: FPKM value ≥0.5 in at least one analyzed condition, *q*-value (FDR-adjusted *p*-value of the test statistics) ≤0.05 and |fold-change| (FC) ≥1.3 [Additional file 2: Table S1]. As shown in Figure 1, 895 (MCF-7 wt), 2,899 (Ct-ERβ) and 3,043 (Nt-ERβ) genes were detected as significantly regulated by E2 in these BC cell lines. 

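E2 raised many, though not all, of the well-known estrogen target genes in all 3 lines within 2 hours. GREB1, an ERα coactivator on chromosome 2 from 11674242 to 11782914, rose in wt from 5.92 ± 0.392 to 22.3 ± 0.346 FPKM (SD, n = 3 each), a log2 change of 1.83 (standard error 0.05, adjusted p = 6.47e-06 from limma). MYC, a driver of cell growth on chromosome 8, rose in wt from 13.7 ± 0.123 to 48.2 ± 0.371 FPKM (SD, n = 3 each), with a log2 change of 1.78 in wt and 2.71 in Nt-ERβ. In Ct-ERβ the MYC change was 1.18 as deposited and 1.69 after scaling. Other genes that rose in all 3 lines were the potassium channel KCNK5 (log2 change 2.13 in wt, 2.13 in Nt-ERβ and 1.56 in Ct-ERβ, or 2.03 after scaling) and the secreted hormone STC2 (1.71, 2.39 and 0.95, or 1.46 after scaling). TNFRSF11B, a decoy receptor for RANKL, fell in all 3, by a log2 change of -1.57 in wt, -2.25 in Ct-ERβ (-1.74 after scaling) and -2.10 in Nt-ERβ. ID2, an inhibitor of differentiation, fell by -0.95 in wt and -1.68 in Ct-ERβ (-1.17 after scaling). In Nt-ERβ its change was -0.29, below the fold threshold.

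Of 41 classical E2-induced genes, 32 of 39 measured rose in wt and none fell, with a median log2 change of 0.94 (32 when adjusted over the list alone; set test camera, adjusted p = 3.62e-34, and adjusted p = 0.00291 with an estimated correlation). Nt-ERβ raised 36 of 39 (37 when adjusted over the list alone) with a median of 1.38. In Ct-ERβ 23 of 41 rose and 1 fell (23 and 1 when adjusted over the list alone), and after scaling 35 rose and none fell (36 when adjusted over the list alone). Of 18 genes known as E2-repressed, 9 fell and 1 rose in wt (9 and 1 when adjusted over the list alone). Among them are CCNG2, a brake on the cell cycle (log2 change -0.73 in wt), and the ephrin EFNA1 (-0.59). KLF4 was the 1 that rose (0.98). In Nt-ERβ 6 of the 18 fell and 5 rose (the same counts when adjusted over the list alone), and in Ct-ERβ 15 fell and 2 rose, or 10 and 2 after scaling (the same counts when adjusted over the list alone). The wt change of this list held in camera with an estimated correlation (adjusted p = 0.0166), and no change of the list passed in Nt-ERβ (adjusted p = 0.64). Immediate early genes moved both ways. In wt 5 of 20 measured rose, among them FOS (log2 change 1.77), and 3 fell, among them CTGF (-0.68). Nt-ERβ had 6 higher and 1 lower of 20, and Ct-ERβ 2 higher and 14 lower of 21, or 5 and 4 after scaling (adjusted over the list alone, the same counts in wt and Nt-ERβ and in Ct-ERβ as deposited, and 6 and 4 in Ct-ERβ after scaling). No line's immediate early set passed camera (adjusted p = 0.562 in wt, 0.0672 in Nt-ERβ and 0.837 in Ct-ERβ).

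In total, E2 raised 540 and lowered 243 genes in wt, 783 of 15791 tested. In Nt-ERβ 1972 genes rose and 1119 fell, 3091 of 16056 tested. In Ct-ERβ 748 rose and 8793 fell, 9541 of 15457 tested, and the median log2 change over all its genes was -0.44, against 0.03 in wt and 0.05 in Nt-ERβ. The fall of most genes there depends on the scale used. For 1411 protein-coding genes in the part of the paper's Table S1-A at hand, the deposited log2 ratio lay below the paper's by a median of -0.56. The quartiles of that difference were -0.564 and -0.557. After median-ratio scaling wt had 431 genes higher and 282 lower, Nt-ERβ 1545 and 1482, nearly equal numbers, and Ct-ERβ 2196 and 770, 2966 regulated genes in all.

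**Figure D3:**
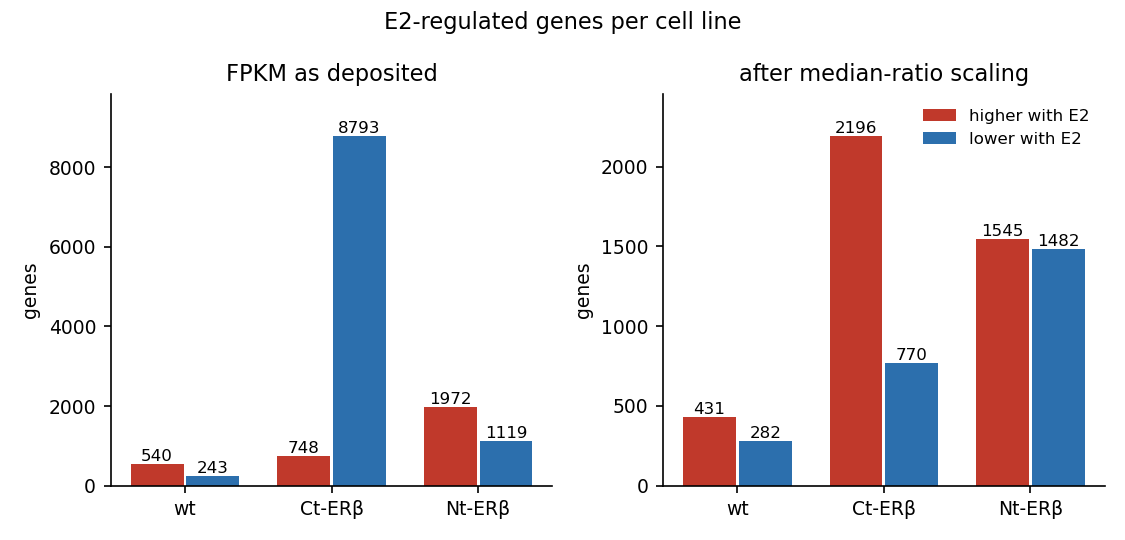
Number of genes higher (red) or lower (blue) with E2 in each line, with the FPKM as deposited (left) and after median-ratio scaling (right); bars start at 0. With scaling Ct-ERβ goes from 748 higher and 8793 lower to 2196 higher and 770 lower, and Nt-ERβ from 1972 and 1119 to 1545 and 1482.

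**Figure D4:**
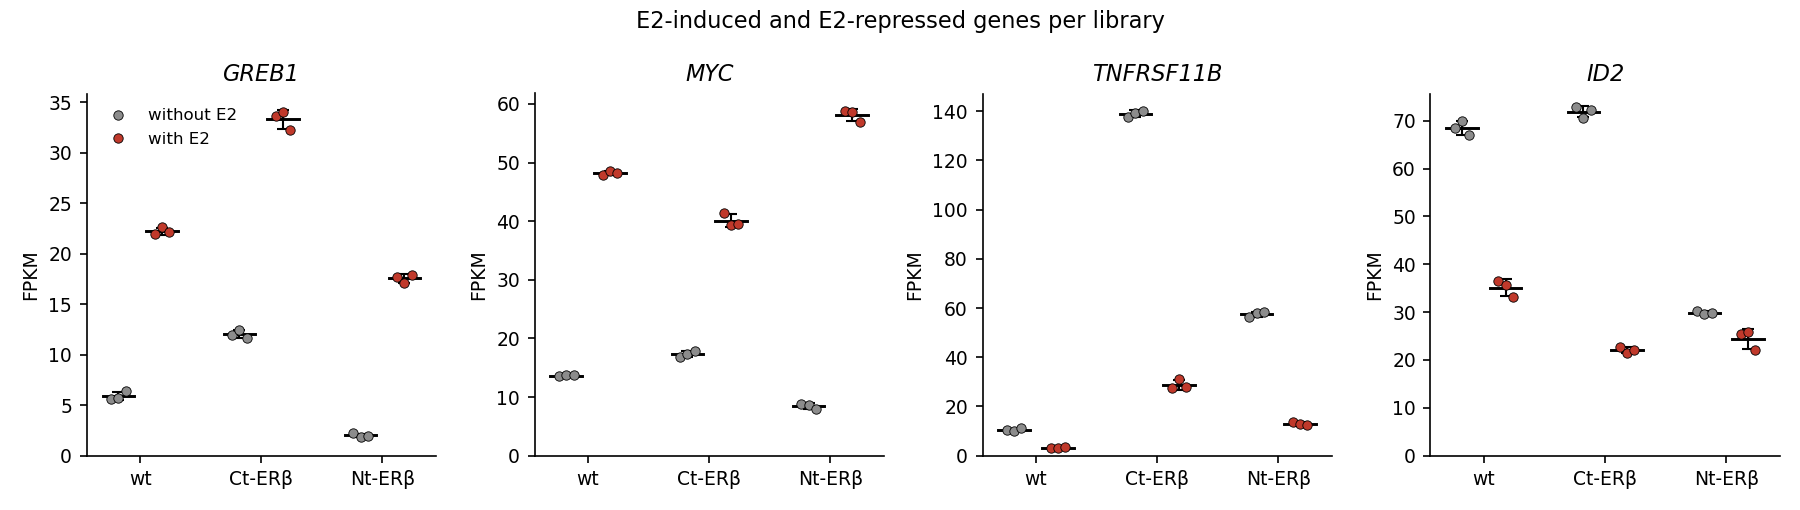
FPKM of GREB1, MYC, TNFRSF11B and ID2 in each library without (grey) and with (red) E2, as deposited. Points are libraries, lines the mean of 3 and bars the SD; GREB1 in wt goes from 5.92 to 22.3 FPKM and TNFRSF11B in wt from 10.6 to 3.24.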

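The hormone response of the ERβ+ lines differed from that of wt cells in both strength and direction. TIPARP, an ADP-ribosyltransferase of the aryl hydrocarbon receptor pathway, rose in wt from 10.6 ± 0.272 to 31.4 ± 0.944 FPKM and in Nt-ERβ from 11.7 ± 0.347 to 105 ± 1.36 FPKM (SD, n = 3 each). The rise in Nt-ERβ exceeded that in wt by 1.60 on the log2 scale (limma interaction, adjusted p = 1.20e-12). SLC7A11, a cystine transporter, fell in Nt-ERβ from 7.01 ± 0.287 to 1.74 ± 0.0321 FPKM (SD, n = 3 each) and did not pass the test in wt (log2 change 0.29), a difference of -2.03 (adjusted p = 6.22e-08). TXNIP, a thioredoxin inhibitor, fell in wt (log2 change -0.49) and in Ct-ERβ (-1.58, or -1.07 after scaling), and its value in Nt-ERβ was 0.06. Its E2 effect in Nt-ERβ lay above that in wt by 0.54 (adjusted p = 1.86e-09).

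Some genes were regulated in wt and in neither ERβ+ line. Chosen after their values were seen, FKBP4, a partner of steroid receptor complexes, and SLC38A2, an amino acid transporter, are examples. FKBP4 rose in wt by a log2 change of 0.71, and its E2 effect was lower than in wt in Nt-ERβ (-0.37, adjusted p = 1.34e-05) and in Ct-ERβ (-0.94 as deposited and -0.42 after scaling). SLC38A2 rose by 0.49 in wt, with a difference of -0.38 in Nt-ERβ (adjusted p = 6.93e-07) and of -0.85 in Ct-ERβ, or -0.33 after scaling. For both genes the difference in Nt-ERβ is smaller than the wt rise, so a smaller change upward remained there that was not called. A gene lower with E2 in wt and not called in either ERβ+ line as deposited was a ribosomal RNA. The gene named J01415.23, the 12S ribosomal RNA of the mitochondrion, stood at 1499 ± 9.79 FPKM in wt without E2 and at 153 to 218 FPKM on average in the other conditions. In Ct-ERβ it rose by 0.40 after scaling. Since wt without E2 alone stood apart, an E2 response of this RNA cannot be told apart from a trait of those libraries.

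Genes that gained regulation include replication-dependent histones and small RNAs. HIST1H4J, a histone H4 gene, rose in Ct-ERβ from 165 ± 5.55 to 782 ± 1.03 FPKM and in Nt-ERβ from 84.1 ± 1.44 to 140 ± 3.65 FPKM (SD, n = 3 each), and was not raised in wt (log2 change -0.15). After scaling the log2 change in Ct-ERβ was 2.76, against 2.24 as deposited. Of 86 histone genes, 32 rose and 10 fell among 70 measured in Ct-ERβ (47 and 0 after scaling), with a median 0.75 above that of all genes as deposited and 0.83 after scaling. In Nt-ERβ 14 of 69 rose (15 when adjusted over the list alone; 8 after scaling) with a median of 0.23, and in wt no histone gene of 68 passed, where 4787 genes of all kinds lay at an unadjusted p under 0.05 in limma. In Ct-ERβ 32 rose and 10 fell when adjusted over the list alone. Of 1467 small RNA genes (snRNA, snoRNA and others) 218 were measured in Ct-ERβ, where 121 rose and 6 fell (120 and 6 when adjusted over the list alone; 130 and 2 after scaling, or 133 and 2 when adjusted over the list alone). wt had 3 higher and 4 lower of 235 and Nt-ERβ 10 higher and 13 lower of 233 (3 and 4, and 9 and 9, when adjusted over the list alone). The Ct-ERβ libraries with E2 are those in which small RNA genes made up most of the summed FPKM, and outside that list the 8 genes of at least 5 FPKM with the largest rise in Ct-ERβ are all 5S ribosomal RNA genes. In Ct-ERβ the summed FPKM of 5S genes was 88721 to 94281 with E2 and 5864 to 6460 without. For these RNAs a response to E2 cannot be told apart from a trait of these Ct-ERβ libraries. Protein-coding genes with large rises there, chosen after the values were seen, include ASXL1 (log2 change 1.89, or 2.40 after scaling) and TRPC1 (1.49, or 1.98 after scaling).

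Of the 783 genes regulated in wt, 237 were regulated in all 3 lines and 131 (16.7%) in wt alone. These counts take regulation in any direction. Some wt genes thus count as kept in Ct-ERβ although they moved the other way there as deposited. In Ct-ERβ 9179 genes were regulated that were not in wt, and in Nt-ERβ 2564. After scaling the counts were 311 in all 3 lines, 158 lost (22.2%), 2582 gained in Ct-ERβ and 2545 in Nt-ERβ. The sets of induced genes overlapped beyond chance, with 410 shared by wt and Nt-ERβ where 65.5 are due by chance (333 and 40.9 after scaling), and 135 by wt and Ct-ERβ where 24.1 are due (264 and 58.3 after scaling). Of repressed genes wt and Nt-ERβ shared 106 where 15.3 are due (137 and 24.2 after scaling), and wt and Ct-ERβ 160 where 129 are due (102 and 13.2 after scaling). By the test of the difference itself (limma interaction, 17185 genes), the E2 effect in Nt-ERβ was higher than in wt for 2428 genes and lower for 1511 (2194 and 1634 after scaling). In Ct-ERβ it was higher for 726 and lower for 9967, or 2388 and 2767 after scaling.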

Expression of ERβ in MCF7 cells significantly affected the estrogen-dependent gene expression profile: the regulation of around 230 genes (≈25% of E2-regulated genes) was lost in both cell lines expressing ERβ, while a large number of genes which were not regulated in *wt* cells became significantly regulated in Ct-ERβ (2,396) and Nt-ERβ (2,463) clones (Figure 1). The genes regulated consistently in both ERβ + lines are reported in Additional file 2: Tables S1-D. Interestingly, expression of ERβ in this BC cell line had a stronger effect on inhibited genes than on the activated ones: regulation of 40% of genes inhibited by estradiol in *wt* cells was lost in both ERβ + cell lines, versus 14% for estrogen-activated genes. 

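Genes that E2 repressed in wt lost their regulation more often than genes that E2 induced, by a margin that depends on the processing. A gene counts as lost only if it was not called in any direction, so one that moved the other way is not lost. Of 243 repressed genes, 52 (21.4%) were regulated in neither ERβ+ line, and of 540 induced genes 79 (14.6%), an odds ratio of 1.59 (Fisher's exact test, two-sided, across genes, which are not independent replicates, p = 0.0226). After median-ratio scaling the shares were 33.7% (95 of 282) and 14.6% (63 of 431), with p = 4.10e-09 by the same exact test. In Nt-ERβ alone, which leaves the Ct-ERβ libraries aside, 53.1% of the repressed and 23.5% of the induced genes were not regulated. ID2 is one such repressed gene, with an E2 effect in Nt-ERβ above that in wt by 0.67 (limma, adjusted p = 4.77e-06). Its level in Nt-ERβ without E2 (29.7 to 30.3 FPKM) was already below that in wt with E2 (33.2 to 36.5 FPKM). The growth arrest gene BTG2, chosen after its values were seen, fell in all 3 lines, with log2 changes of -0.74 in wt and -0.39 in Nt-ERβ and of -0.93 in Ct-ERβ (-0.53 after scaling). Without the first wt replicate with E2 the shares differed by 4.06 percentage points and without the second by 1.61, against 6.77 with all libraries, and the difference then no longer passed the test. By the same exact test it did not pass either with pseudocount 1 (p = 0.0594), with the fold taken on the limma scale (p = 0.0644) or with a replicate block (15.1% and 12.4%, p = 0.411), and in strata of the wt change and FPKM the odds ratio as deposited was 1.48 (0.981 to 2.22). A gene lost by these calls need not differ from wt in its E2 effect. By limma interaction both lines opposed the wt change for 16 of 243 repressed and 43 of 540 induced genes. The odds ratio was 0.815 (95% interval 0.419 to 1.51). After scaling the counts were 25 of 282 and 25 of 431, with 1.58 (0.850 to 2.93). In Nt-ERβ alone they were 63 of 243 and 46 of 540 as deposited, with 3.75 (2.43 to 5.84). From the shares lost in each direction, the paper concludes that ERβ acted more on genes inhibited by estradiol than on those it activated.

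**Figure D5:**
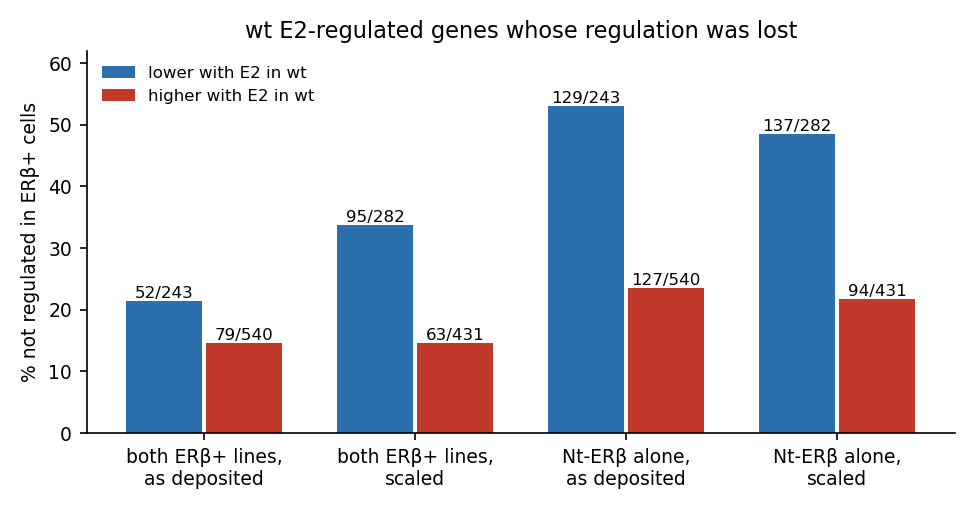
Share of wt E2-regulated genes that were not regulated in ERβ+ cells (bars, percent), for genes lower (blue) or higher (red) with E2 in wt, with the numbers of genes above. In both ERβ+ lines the shares are 21.4% and 14.6% as deposited, and 33.7% and 14.6% after scaling.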

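Genes of DNA replication, DNA repair and mitosis were hardly regulated by E2 in wt cells at 2 hours, and none of them was among those that lost regulation. Of 34 replication genes 1 rose in wt, of 25 repair genes and of 24 mitosis genes none passed in limma, and so at most 1 gene of these lists could have been lost. MCM7, a subunit of the replicative helicase, was at 63.5 ± 0.890 FPKM in wt without E2 and 74.8 ± 0.855 with E2 (SD, n = 3 each), a log2 change of 0.24 and below the fold threshold. CENPF, a kinetochore protein, was at 13.2 ± 0.379 and 12.6 ± 0.177 FPKM (SD, n = 3 each). As a set, replication genes moved up slightly in wt (median log2 change 0.10, camera adjusted p = 0.00122, and adjusted p = 0.0441 with an estimated correlation). After scaling the set had adjusted p = 0.0544 with an estimated correlation.

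In Nt-ERβ 4 replication genes rose (4 when adjusted over the list alone), among them MCM2 (log2 change 0.49), with a median of 0.21 for the set (adjusted p = 0.00154, and adjusted p = 0.0441 with an estimated correlation). Of the repair genes RAD54L rose there, a call lost without the second replicate with E2 (adjusted p = 0.0531), and no mitosis gene passed, where 8274 genes of all kinds lay at an unadjusted p under 0.05 in limma. In Ct-ERβ, where the small RNA share of the libraries with E2 was raised, 29 replication, 19 repair and all 24 mitosis genes fell as deposited (the same counts when adjusted over the list alone). After scaling 2 replication and 6 mitosis genes fell and 2 repair genes rose. The mitosis set then lay 0.25 below the median of all genes (median relative log2 change -0.25, camera adjusted p = 2.59e-06, and adjusted p = 0.0321 with an estimated correlation). The scaled replication set lay at -0.12 (adjusted p = 0.00586, and adjusted p = 0.0608 with an estimated correlation). For CENPF in Ct-ERβ the log2 change was -1.02 as deposited and -0.53 after scaling.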

Gene Ontology analysis revealed that among the most enriched functions in the group of genes whose regulation by estradiol was lost in both ERβ + cells there were, as expected, DNA Replication, Recombination and Repair, as well as Cell Cycle and Cell Morphology (data not shown).

**Figure 1:**
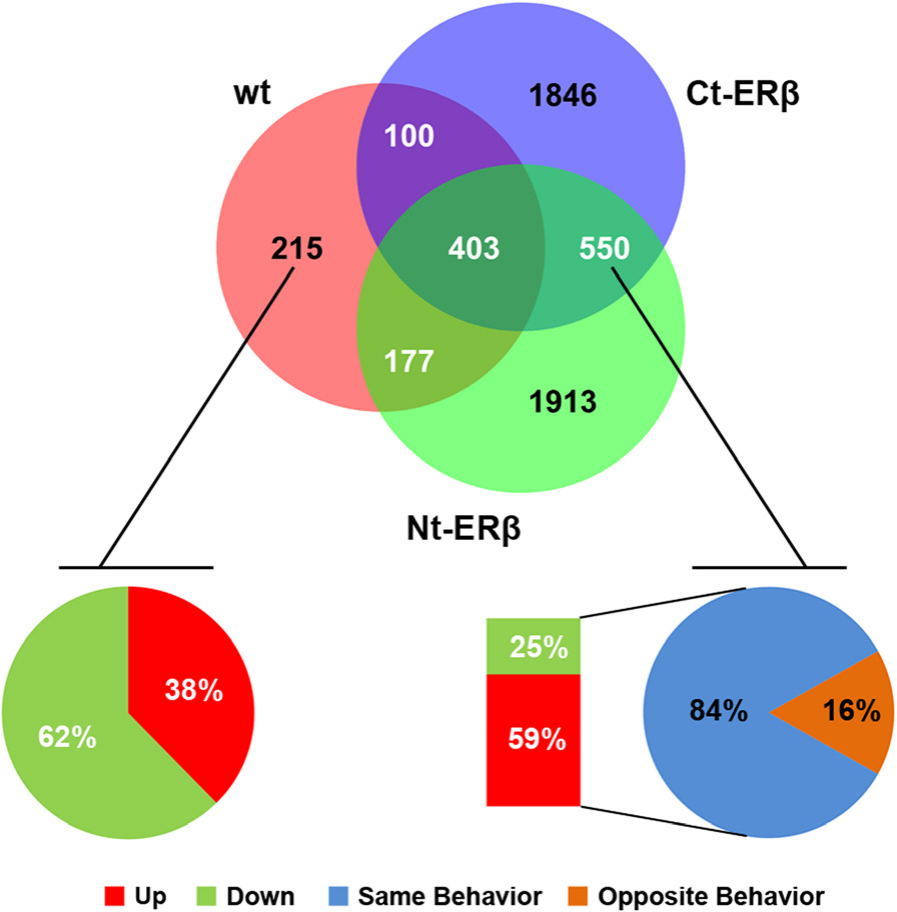
Venn diagram of expressed genes in ERβ + and wt breast cancer cell lines. The Venn diagram shows the number of genes regulated by estradiol in the three cell lines, as indicated: wt (parental MCF-7 cells); Ct-ERβ (MCF-7 subclone stably expressing ERβ tagged with the TAP-tag at the C-terminus); Nt-ERβ (MCF-7 subclone stably expressing ERβ tagged with the TAP-tag at the N-terminus). The pie charts in the lower panels specify the direction of regulation by estradiol (induction or repression) of the genes whose regulation is present in wt cells but is lost in both ERβ + cell lines (left panel), or of the genes whose regulation by estradiol is not present in the wt cells but appears in both ERβ + lines (right panel).

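Of the 131 genes whose regulation was lost in both ERβ+ lines, 79 (60.3%) rose and 52 (39.7%) fell with E2 in wt. After median-ratio scaling 63 of the 158 lost genes rose and 95 (60.1%) fell. Among genes that gained regulation in both ERβ+ lines, some moved alike in the pair. CALML5, a calmodulin-like protein chosen after its values were seen, rose in Ct-ERβ from 4.84 ± 0.443 to 8.89 ± 0.456 FPKM and in Nt-ERβ from 2.94 ± 0.401 to 10.9 ± 0.406 FPKM (SD, n = 3 each), and stood at 2.74 and 3.07 FPKM in wt. Its E2 effect was above that in wt by 0.67 in Ct-ERβ (1.16 after scaling) and by 1.59 in Nt-ERβ. EGLN3, an oxygen sensor, fell by a log2 change of -0.94 in Ct-ERβ (-0.50 after scaling) and -1.42 in Nt-ERβ. In wt it was -0.40 and did not pass (limma, adjusted p = 0.0574), a difference from wt of -1.02 in Nt-ERβ and of -0.54 in Ct-ERβ (-0.10 after scaling). In all, 1333 genes gained regulation in both lines. Of these, 103 (7.73%) rose in both, 578 (43.4%) fell in both and 652 (48.9%) went opposite ways. After scaling 538 gained regulation in both, with 284 (52.8%) higher in both, 157 (29.2%) lower in both and 97 (18.0%) opposite.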

### Estrogen-dependent splicing events in ERβ + and ERβ- human BC cell lines

Events of exon skipping, mutually exclusive exons, alternative start, stop splice site and intron retention were annotated using the Multivariate Analysis of Transcript Splicing (MATS) software [37] [Additional file 3: Tables S2]. Exon skipping appeared to be the predominant splice event in all cell lines analyzed. MATS reveled in detail 1,264 (Ct-ERβ), 1,402 (Nt-ERβ) and 975 (MCF-7 wt) exon skipping events induced by estradiol, associated with 1,016 (Ct-ERβ), 1,117 (Nt-ERβ) and 816 (*wt* MCF-7) genes (Figure 2A). Five hundred seventy-five events were common to all the cell lines analyzed while 115 showed opposite exon inclusion level in ERβ + lines compared to ERβ- *wt* cells. We also observed high levels of retained intron and mutually exclusive exons events, confirming a complex and significant effect of ERs on the regulation of RNA splicing in these cell lines (Figure 2A).

**Figure 2:**
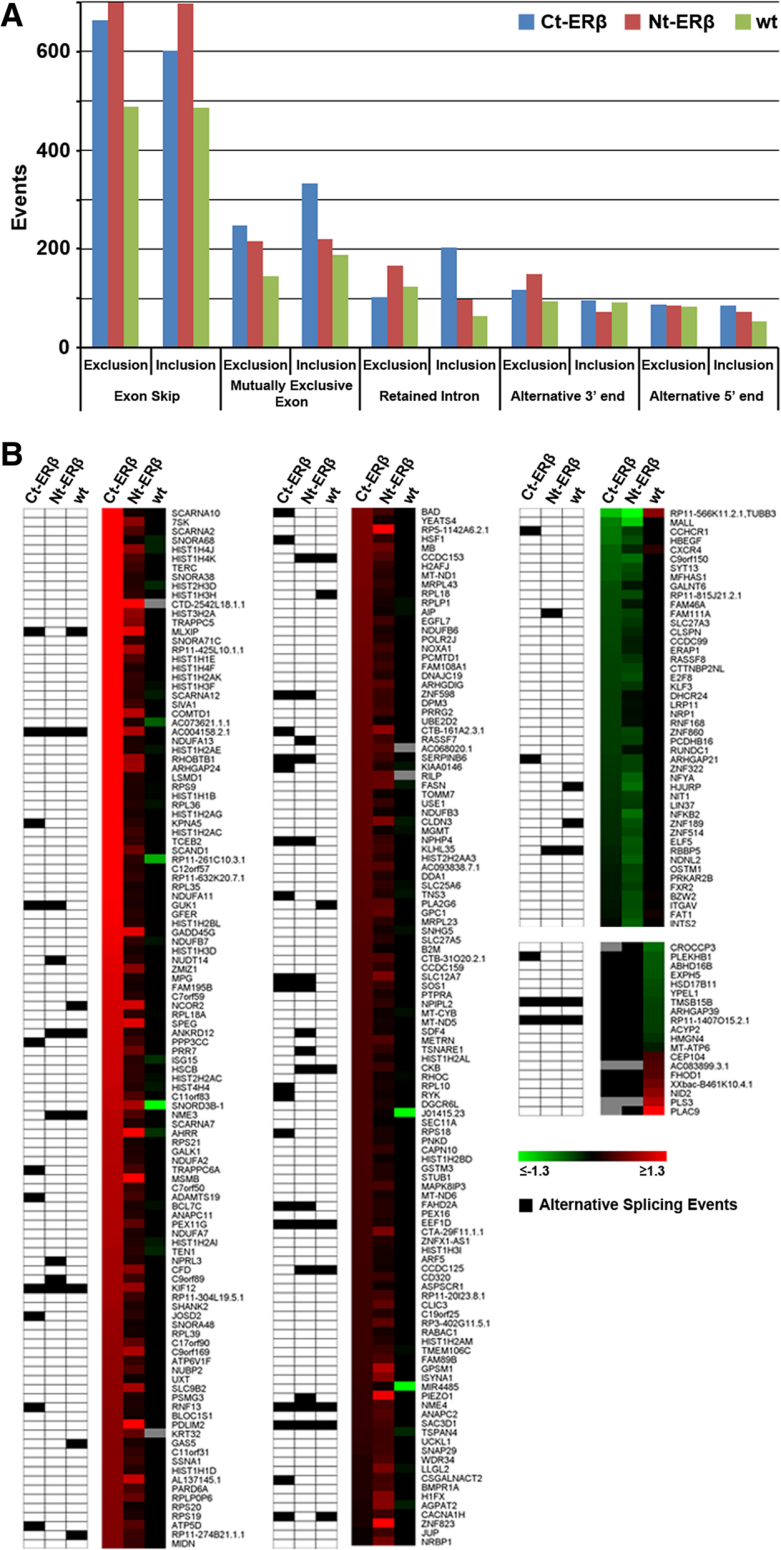
Annotation of splice events in ERα + and ERα + ERβ + BC cell lines. **(A)** The bar plot shows the number of all alternative splicing events occurring in the cell lines analyzed. Inclusion and exclusion behavior for each event are shown (FDR ≤ 0.05; c ≤ |0.1|). **(B)** Genes whose regulation has opposite direction in the ERβ + lines compared to the wt MCF-7. The heat map on the right side shows the gene expression fold changes induced by estradiol. The matrix on the left side shows in black those genes for which a splicing event was detected in at least one of the cell lines. The nomenclature for the cell lines is the following: wt (parental MCF-7 cells); Ct-ERβ (MCF-7 subclone stably expressing ERβ tagged with the TAP-tag at the C-terminus); Nt-ERβ (MCF-7 subclone stably expressing ERβ tagged with the TAP-tag at the N-terminus).

To focus on the differences in splicing patterns between ERβ + and ERβ- cell lines, we first looked at the genes which were regulated by estradiol in opposite direction in ERβ + cells versus *wt* cells [Additional file 4: Table S3]. 

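Few genes passed the test in opposite directions in wt and in both ERβ+ lines. TUBB3, a neuronal beta-tubulin on chromosome 16 from 89987800 to 90005169, is the 1 gene regulated in all 3 lines with wt against both ERβ+ lines. It rose in wt from 4.41 ± 0.806 to 7.55 ± 1.35 FPKM and fell in Ct-ERβ from 9.95 ± 1.75 to 3.69 ± 0.111 and in Nt-ERβ from 6.90 ± 1.91 to 2.76 ± 0.604 FPKM (SD, n = 3 each). Its E2 effect was lower than in wt by -2.02 on the log2 scale in Ct-ERβ (limma interaction, adjusted p = 1.29e-05; -1.54 after scaling) and by -1.88 in Nt-ERβ (adjusted p = 0.000160). The wt call of TUBB3 is lost when the first or second wt replicate of either treatment is left out (adjusted p = 0.0678 to 0.0777). AREG, an EGF receptor ligand, rose in wt by a log2 change of 0.94, and its E2 effect was lower by -1.18 in Ct-ERβ (-0.66 after scaling) and by -0.33 in Nt-ERβ. The difference in Nt-ERβ is smaller than the wt rise, so AREG kept its direction there and is not an opposite gene. Counted more widely, 178 of 14479 genes measured in all 3 lines had an E2 change of one sign in wt and of the other in both ERβ+ lines and were regulated in wt or in both ERβ+ lines. The rule can be met by the sign of the wt change alone. As deposited that change ranged from near 0 (HMOX1, log2 change 0.0017) to a called one (TUBB3, 0.71). Of these, 37 were higher and 141 lower with E2 in the ERβ+ lines, and 151 of the 178 had a called difference from wt of one sign in both. After median-ratio scaling 94 genes met the same rule, 75 of them higher and 19 lower in the ERβ+ lines, and 72 of the 94 had a called difference from wt of one sign in both. The counts are at the level of genes.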

Among 298 regulated genes, 56 also underwent estradiol-induced alternative splicing in at least one of the cell lines, confirming that pre-mRNA maturation was regulated concurrently with transcription in a significant fraction of ERβ-regulated genes (Figure 2B). These ERβ-regulated genes undergoing alternative splicing included transcriptional regulators (*NCOR2*, *ZNF189*, *MLXIP*, *ANKRD12*, *HSF1*), enzymes involved in nucleoside/nucleotide metabolism (*GUK1*, *NME3*, *NME4*), actin remodeling and cellular transport processes (*TNS3*, *TRAPPC6A*, *TMSB15B*, *KIF12*), and protein translation (*ZNF98*, *EEF1D*, *RPL10*, *RPL18*, *RPS18*).

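At the level of genes, none of these 17 genes was regulated by E2 in wt cells. Several rose in both ERβ+ lines. MLXIP, a glucose-responsive transcription factor on chromosome 12 from 122516628 to 122629266, rose in Ct-ERβ from 2.89 ± 0.0980 to 7.13 ± 1.08 FPKM and in Nt-ERβ from 2.29 ± 0.518 to 5.18 ± 0.0721 FPKM, and stood at 3.16 ± 0.313 and 2.80 ± 0.422 in wt (SD, n = 3 each). Its E2 effect was above that in wt by 1.31 on the log2 scale in Ct-ERβ (limma, adjusted p = 1.15e-05; 1.79 after scaling), and in Nt-ERβ it was above that in wt too (adjusted p = 0.000174). NCOR2, a nuclear receptor corepressor, rose by a log2 change of 0.45 in Ct-ERβ (0.90 after scaling) and 1.04 in Nt-ERβ, with 0.02 in wt. NME3, a nucleoside diphosphate kinase (0.52 in Nt-ERβ and 0.40 in Ct-ERβ, or 0.90 after scaling), and TRAPPC6A, a vesicle tethering subunit (0.49 and 0.37, or 0.87 after scaling), also rose in both. As deposited, both fall under the ratio of 1.3 in Ct-ERβ when 1 library is left out, NME3 without the third replicate with E2 (1.29) or without E2 (1.28), and TRAPPC6A without the second or the third replicate with E2 (1.28 and 1.29) or the second without E2 (1.28). ZNF189 was the 1 gene that fell in both, by -0.75 in Ct-ERβ and -0.41 in Nt-ERβ, and in Ct-ERβ it did not pass after scaling (-0.29). Opposite signs in wt and both ERβ+ lines, with regulation called in both ERβ+ lines, were met by MLXIP, NME3, TRAPPC6A and ZNF189 as deposited and by KIF12, MLXIP, NCOR2, NME3 and TRAPPC6A after scaling. The wt side of this is a sign alone. As deposited the wt log2 changes were -0.15 for MLXIP, -0.07 for NME3, -0.03 for TRAPPC6A and 0.05 for ZNF189, none of them called.

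The translation genes changed little in wt and Nt-ERβ. RPL10 stood at a log2 change of 0.00 in wt and 0.23 in Nt-ERβ, and RPL18 at 0.01 and 0.29. In Ct-ERβ RPL10 was at -0.11 as deposited and 0.41 after scaling, and RPL18 at 0.11 and 0.62. As a set, 83 measured genes of cytosolic ribosomal proteins shifted up in Nt-ERβ with a median log2 change of 0.20 (camera, adjusted p = 1.42e-30), although 1 gene passed the fold threshold (1 when adjusted over the list alone, none after scaling). In wt none passed and the median was 0.05. In Ct-ERβ 14 rose and 14 fell (the same counts when adjusted over the list alone), with a median 0.44 above that of all genes, and after scaling 53 rose and none fell, but with quantile normalization the median lay below that of all genes (-0.44). Genes of nuclear oxidative phosphorylation showed 1 higher of 79 in wt, 4 of 80 in Nt-ERβ (5 when adjusted over the list alone) and 13 higher and 27 lower of 81 in Ct-ERβ (34 and none after scaling). The Ct-ERβ set lay 0.20 above the median of all genes as deposited (adjusted p = 0.0184, and adjusted p = 0.0586 with an estimated correlation) and 0.24 above it after scaling (adjusted p = 5.88e-13). Among the 12 measured mRNAs of the mitochondrial genome none passed in wt or Nt-ERβ, with medians of -0.09 and 0.21 (camera, adjusted p = 4.44e-05 and 2.32e-05). In Ct-ERβ 3 fell as deposited and 4 rose after scaling (median 0.34, adjusted p = 0.00435, and adjusted p = 0.108 with an estimated correlation). Adjusted over the list alone, none of the mitochondrial mRNAs passed in wt or Nt-ERβ, and 3 fell in Ct-ERβ.

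**Figure D6:**
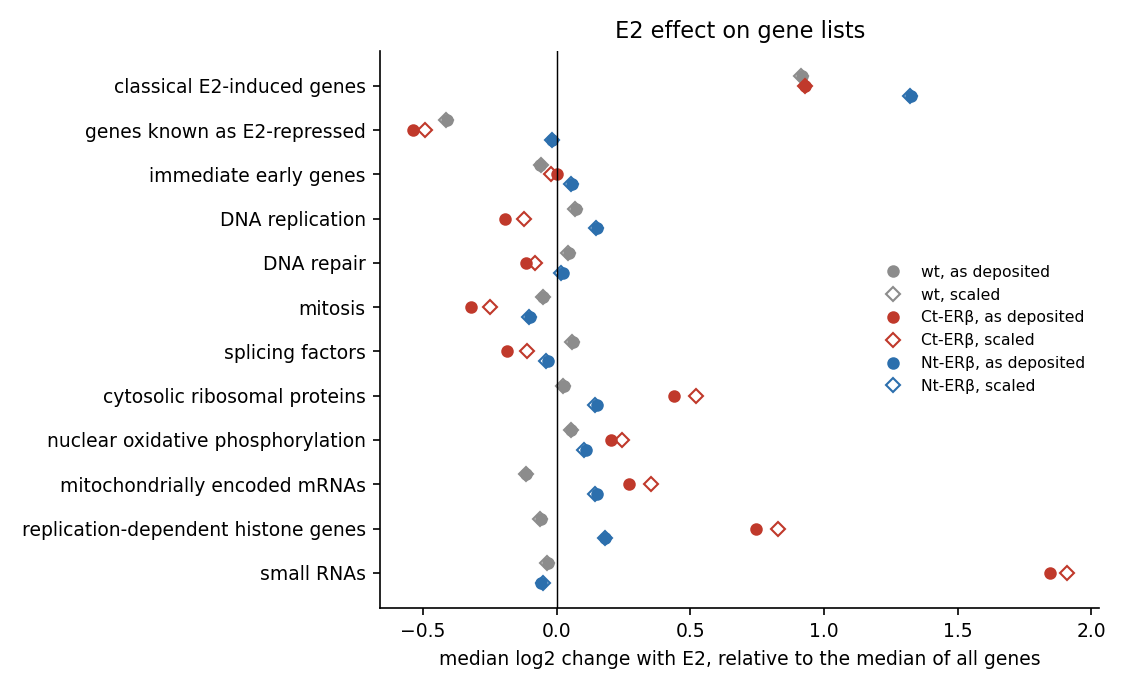
Median log2 change with E2 of each gene list, relative to the median of all genes tested (x axis), in wt (grey), Ct-ERβ (red) and Nt-ERβ (blue), as deposited (circles) and after median-ratio scaling (open diamonds). Ribosomal protein genes in Ct-ERβ lie 0.44 above the median of all genes as deposited, and below it (-0.44) with quantile normalization, which is not drawn.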

Estrogen-induced differential splicing has been reported also in genes independently on transcriptional regulation [35]. In order to find the splicing events differentially regulated by estradiol in ERβ + compared to *wt* cells, we scanned the whole list of expressed genes for splicing patterns occurring differentially in ERβ + *vs* ERβ- cells. In addition, we focused on those splicing events whose occurrence significantly altered the ratio between different isoforms of the same gene. Therefore, for each isoform we calculated the percentage of gene expression associated with that particular isoform (FPKM ratio: FPKM_isoform_/FPKM_gene_ %) and selected for further analysis only those isoforms in which estradiol induced a change in FPKM ratio of at least 10% either in *wt* MCF-7 or in both ERβ + cell lines. Other criteria of inclusion were: occurrence of at least one splicing event as detected by MATS; at least one isoform of the gene with FPKM value ≥0.5 in at least one analyzed condition, *q*-value ≤0.05 either in *wt* or in both ERβ + cell lines; regulation in both ERβ + lines in opposite directions compared to the *wt*. In this way, we identified the quantitatively most relevant splicing events differentially regulated by E2 in ERβ + versus ERβ- cells, including 35 genes whose isoform composition changed significantly after E2 stimulation in an ERβ-dependent fashion (Figure 3). Among these, we found genes involved in apoptosis (BAD), lipid metabolism (*ACADM*, *PLSCR1*, *SLC27A2*, *STARD4*), nutrient transport (*SLC25A19*, *SLC35C2*), transmembrane receptor signaling (*IFNGR2*, *LDLRAD4*), Notch signaling (*PSEN2*, *POGLUT1*, *SGK1*, *SLC35C2*), as well as some non-coding RNAs (*MCM3AP-AS1*, *SNHG17*). An example of a gene whose splicing pattern was affected by estradiol in an ERβ-dependent fashion is reported in Figure 4A, showing the gene SGK1, which encodes a serum and glucocorticoid-induced serine/threonine protein kinase involved in ion transport affecting many cellular processes such as cell growth, proliferation, survival, apoptosis and migration [38,39]. 

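SGK1 rose strongly with E2 in all 3 lines and from a low level. The gene lies on the reverse strand of chromosome 6 from 134490384 to 134639250 (GRCh37/hg19). In wt it rose from 0.815 ± 0.165 to 3.78 ± 0.266 FPKM (SD, n = 3 each), a log2 change of 1.71 (standard error 0.11, limma adjusted p = 0.000279). In Ct-ERβ it rose from 0.900 ± 0.257 to 4.25 ± 1.04 FPKM (SD, n = 3 each), a log2 change of 1.76 as deposited and 2.15 after scaling, and in Nt-ERβ from 0.528 ± 0.104 to 3.50 ± 0.475 FPKM (SD, n = 3 each), a ratio of 6.63 (adjusted p = 5.76e-05). The rise did not differ detectably from that in wt, by 0.05 in Ct-ERβ (adjusted p = 0.882; 0.48 and adjusted p = 0.147 after scaling) and by 0.25 in Nt-ERβ (adjusted p = 0.507). Without E2 the whole-gene level did not differ detectably from wt either (log2 difference 0.08 in Ct-ERβ, adjusted p = 0.716, and -0.35 in Nt-ERβ, adjusted p = 0.0946). These values count all transcripts of the gene together, and the balance between its promoters or isoforms was not analysed here.

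**Figure D7:**
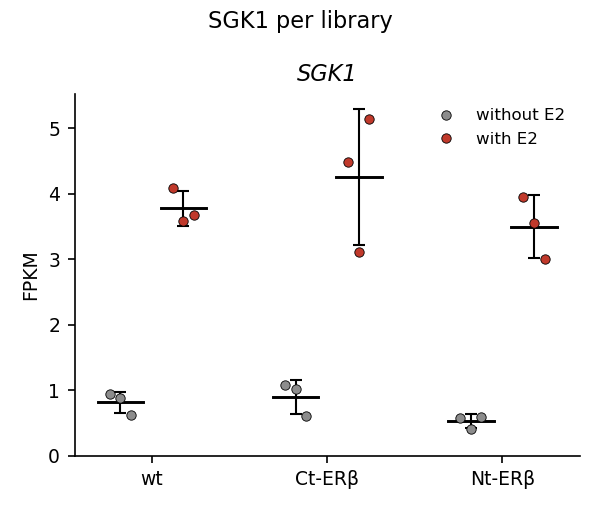
FPKM of SGK1 in each library of wt, Ct-ERβ and Nt-ERβ cells without (grey) and with (red) E2. Points are libraries, lines the mean of 3 and bars the SD; the wt means are 0.815 and 3.78 FPKM.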

The gene was induced by estradiol in both *wt* and ERβ + cells; however, expression of ERβ in the absence of hormonal stimulation induced a promoter usage switch and retention of the first intron causing an alternative translation start site and therefore the expression of an isoform with a different N-terminal sequence (ENST00000367857), compared to the major isoform expressed (ENST00000237305). It has been reported that alternative isoforms at the N-terminus can affect SGK1 localization and protein stability: the ERβ-specific form with intron-retention misses a very crucial sequence involved in targeting to the endoplasmic reticulum as well as in proteasomal degradation [40].

**Figure 3:**
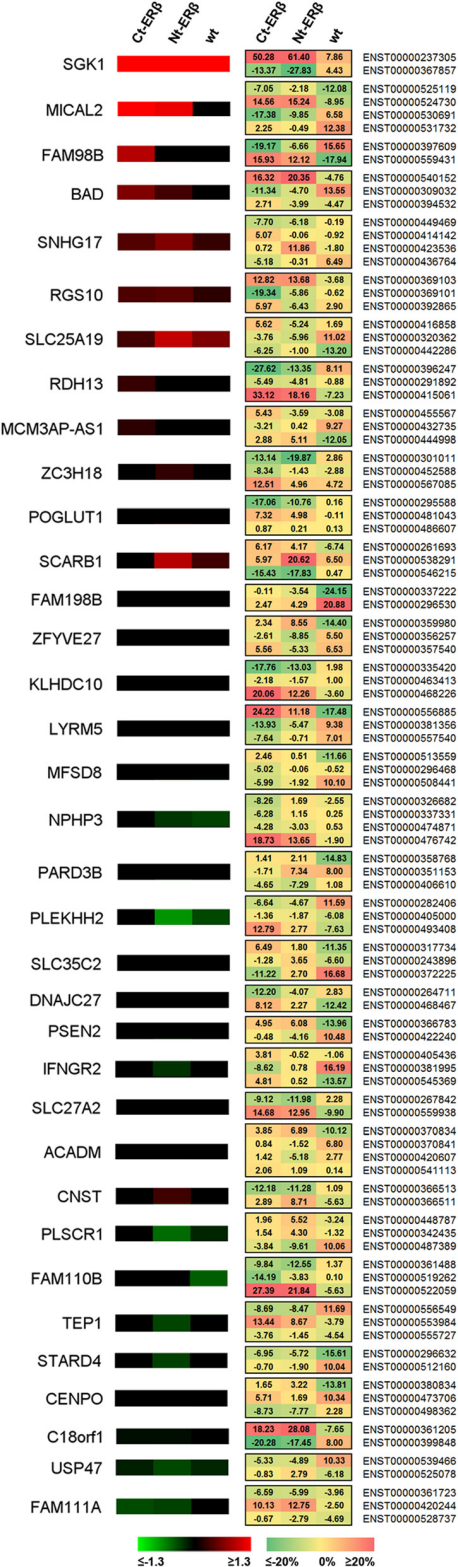
Selected isoform switches affected by the expression of ERβ. The ERβ-dependent differential splicing events that affect most prominently the balance of different isoforms for each gene were identified by using the following parameters: (i) isoform ratio (FPKM_isoform_/FPKM_gene_ %) changing of at least 10% after estradiol stimulation, either in the wt cells or in both the ERβ + cells in at least one of the isoforms of the gene; (ii) at least one isoform of the gene significantly regulated by estradiol (*p*-value ≤ 0.05; |FC| ≥ 1.3) either in the wt cells or in both the ERβ + cells; (iii) isoform ratio changing in opposite direction in the wt cells compared to the ERβ + cells; (iv) at least one splicing event identified by MATS analysis. Thirty-five genes satisfied all the selection requirements; of these, only 2 to 3 isoforms were selected for presentation, according to the expression levels and the regulation by estradiol. Left panel: heat map of regulation of the selected genes by estradiol in: Ct-ERβ (MCF-7 subclone stably expressing ERβ tagged with the TAP-tag at the C-terminus); Nt-ERβ (MCF-7 subclone stably expressing ERβ tagged with the TAP-tag at the N-terminus); wt (parental MCF-7 cells). Right panel: heat map with the change in isoform ratio (FPKM_isoform_/FPKM_gene_ %) between E2-treated and non-treated cells in the indicated cell lines; for each gene, at least two different isoforms are presented, to show estrogen-induced switch from one isoform to the other.

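The 14 genes of this group that the text names changed at the whole-gene level in part only. In wt 3 of the 14 rose, which were SGK1, the mitochondrial thiamine pyrophosphate carrier SLC25A19 and the noncoding RNA gene SNHG17 (listed under a clone name in the files), and none fell. SLC25A19 rose in wt from 3.83 ± 0.388 to 6.42 ± 0.401 FPKM and in Nt-ERβ from 4.01 ± 0.0492 to 8.34 ± 0.527 FPKM (SD, n = 3 each). In Ct-ERβ its log2 change was -0.12, and 0.35 after scaling, neither past the test, and the difference from wt was -0.80 (limma, adjusted p = 8.41e-05; -0.32 and adjusted p = 0.0886 after scaling). SNHG17 rose by a log2 change of 0.35 in wt (adjusted p = 0.0383) and 0.71 in Nt-ERβ. Its wt call is lost after scaling (adjusted p = 0.0587) and without any single wt library other than the third with E2 (adjusted p = 0.0774 to 0.111). In Ct-ERβ it was at -0.04 as deposited and rose by 0.43 after scaling. BAD, a promoter of apoptosis, rose in Nt-ERβ by 0.46 with -0.05 in wt, and its E2 effect in Nt-ERβ was above that in wt by 0.51 (adjusted p = 0.00155). PLSCR1, a phospholipid scramblase, fell in Nt-ERβ by -0.57. In Ct-ERβ 1 of the 14 rose and 8 fell as deposited, and after scaling BAD, SNHG17 and SGK1 rose and none fell. LDLRAD4 appears in the files under its older name C18orf1.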

**Figure 4:**
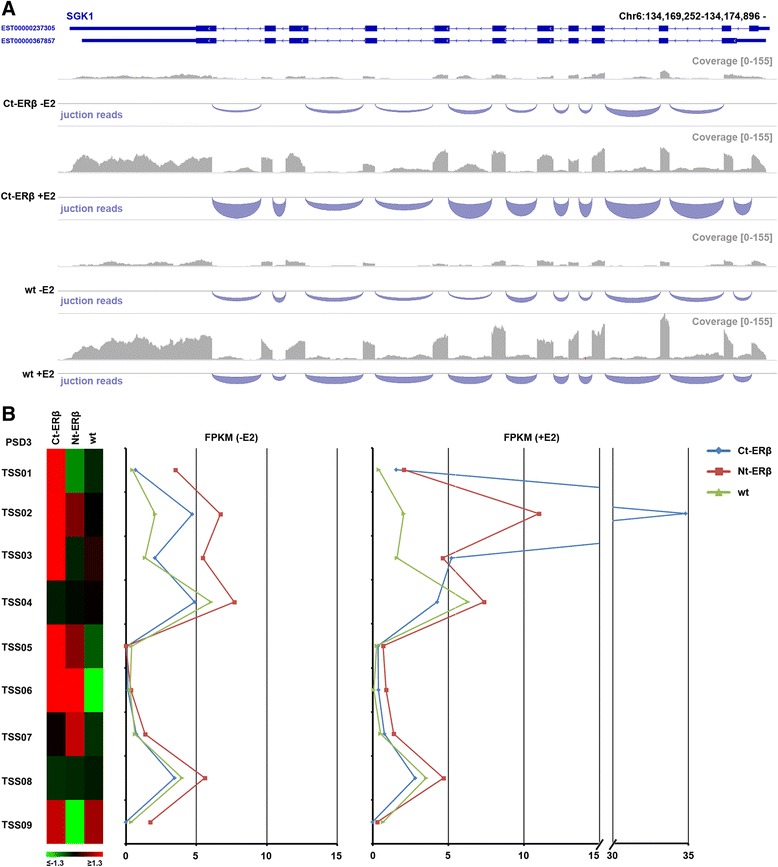
Examples of ERβ-specific splicing events. **A)** Example of alternative splicing in the SGK1 gene. The upper panel shows a schematic representation of two differentially regulated isoforms of the gene (same as those shown in Figure 3 for the same gene), differing in the transcription start site, in the inclusion of the first intron (the gene is encoded by the reverse strand) and in the transcription stop site. The lower panels show a representation of the RNA-Seq reads and junction reads associated with the gene in the different conditions: Ct-ERβ (MCF-7 subclone stably expressing ERβ tagged with the TAP-tag at the C-terminus) without or with E2 stimulation, and wt (parental MCF-7 line) without or with E2 stimulation. **B)** Example of ERβ-specific alternative promoter usage in the gene *PSD3*. The left panel shows a heat map with the fold change of all the primary transcripts associated with the gene in: Ct-ERβ (MCF-7 subclone stably expressing ERβ tagged with the TAP-tag at the C-terminus); Nt-ERβ (MCF-7 subclone stably expressing ERβ tagged with the TAP-tag at the N-terminus); wt (parental MCF-7 cells). The right panels show the logarithm base 10 (log_10_) FPKM for each of the different transcript start sites (from TSS01 to TSS09) corresponding with the different gene isoforms in the above described cell lines, without (left) or with (right) E2 stimulation.

This data suggests that expression of ERβ causes switches in estradiol-induced splicing patterns, potentially affecting expression or function or ER targets.

### Estrogen-dependent alternative promoter usage in ERβ + *vs* ERβ- BC cells

As the usage of alternative promoters is a major determinant of protein diversity, even more than alternative splicing [41,42], we next focused on utilization of multiple promoters. We grouped the primary transcripts of a gene based on the promoter used, and subsequently tested changes in primary transcript abundance by measuring the square root of the Jensen-Shannon divergence that occurred within and between the analyzed groups. Finally, we investigated the potential promoter switch regulation for the genes comprising more than one differentially expressed transcript initiating from distinct genomic loci. There were 977 (Ct-ERβ), 402 (Nt-ERβ) and 222 (*wt* MCF-7) distinct promoter-switching genes (FDR ≤ 0.05) in ERβ + and ERβ- BC cell lines, respectively [Additional file 5: Tables S4A-C]. Of the 222 promoter-switching genes recorded in *wt* MCF-7 cells, 165 did not show promoter switch in both ERβ + cell lines, while 61 new promoter-switching events, not present in *wt* cells, were detected in both ERβ + lines. These 61 ERβ-specific promoter-switching genes are involved in important cellular functions known to be controlled by E2 in BC cells, such as transcription (*FOXJ3*, *GTF2H*, *NR2C2AP*), DNA metabolism and repair (*PRKDC*, *REV3L*, *SCAND3*), pre-mRNA maturation and splicing (*PPM1G*, *PRPF38B*, *RNMT*, *RPRD1A*, *SMG1*), translation (*FARSB*, *RARS*, *RPS21*, *UTP20*), protein ubiquitination and proteasome pathway (*CUL5*, *KLHL2*, *PSMB1*, *USP7*), cytoskeleton and cytokinesis (*DCTN4*, *MYL12A*, *SEPT9*, *SYDE2*), membrane metabolism, remodeling and intracellular transport (*ATP9A*, *CAST*, *MAL2*, *PSD3*, *TMEM43*, *TRAPPC9*), cell adhesion and polarity (*ARHGAP12*, *CD9*, *CLDN7*, *EPB41L5*, *PERP*), signal transduction (*MAP3K5*, *NGFRAP1*, *TNFRSF12A*, *WWC3*, *ZDHHC5*).

As an example, we focused on the *PSD3* gene, predicted to be a nucleotide exchange factor for ADP Ribosylation Factor (ARF) 6, a member of the RAS family involved in vesicular trafficking, remodeling of membrane lipids, and signal transduction [43]. As show in Figure 4B, for this gene we found 9 distinct primary transcripts (TSS01-TSS09) whose usage ratios changed with E2 stimulus (right panel) compared to the control untreated cells (left panel). In ERβ + cells, estradiol induced a switch from promoter TSS08 (ENST00000523619) to the downstream promoter TSS02, resulting in a shorter transcript (ENST00000519653), which is predicted to undergo nonsense-mediated decay [Additional file 6: Table S5].

### Estrogen-dependent splice ratios in ERβ + vs ERβ- cells

To obtain a comprehensive view of the estrogen-induced differences in the splice ratios between *wt*, Ct-ERβ and Nt-ERβ cells, we employed Cuffdiff v2.1.1 [44], which calculates the changes in splice isoforms abundance, by quantifying the square root of the Jensen-Shannon divergence, considering each primary transcripts able to produce multiple isoforms. We determined 217 (Ct-ERβ), 241 (Nt-ERβ) and 95 (MCF-7 wt) differentially spliced genes (DSGs, i.e. genes for which estradiol challenge induced at least one splicing event) with a FDR value <0.05 [Additional file 5: Tables S4D-F]. Of the 95 spliced genes detected in *wt* cells, sixty-nine lacked splicing events in both ERβ + cell lines, suggesting inhibition of ERα-dependent splicing by ERβ. Moreover, 28 ERβ-specific DSGs, in which no estrogen-induced splicing was recorded in *wt* cells, were found in both ERβ + cell lines. These include genes involved in mitosis and cytokinesis (*SEPT9*, *BICD2*, *ENSA*, *PDS5A*), cell cycle control (*CCNJ*, *RAN*), transcription (*C11orf30*, *EIF3M*, *HIPK1*, *PBX1*, *ZNF124*, *ZNF131*), protein folding (*DNAJB6*, *HSP90B1*), ubiquitination and sumoylation (*DCUN1D4*, *SENP5*, *TRIM33*), and signal transduction (*APBB2*, *RTKN2*).

### Correlation between ER binding and ER-dependent splicing

In order to identify direct splicing targets of ERα and ERβ, we next investigated the presence of ERα and ERβ binding sites in genomic locations close to the identified DSGs [Additional file 7: Table S6]. To verify the specificity of ER binding sites, we created a heat-map based on previously published ChIP-Seq data [21,45]. The binding densities of ERα and ERβ were clustered according to the seqMINER platform [46]. In the clustering shown in [Additional file 8: Figure S2], each line represents a genomic location of a binding site with its surrounding ±1.5 kb region. In the left panel, ERα binding sites were used as a reference to collect a ChIP-seq tag densities window in ERβ + and ERβ- cell lines, while in the right panel ERβ binding sites were used as a reference. The heat map, representing the clustered density matrix, confirmed that ERβ presence modified a significant number of ERα binding sites. In order to investigate the correlation between ERα and ERβ DNA binding and splicing events, we compared our RNA-Seq data with the ChIP-Seq data we had previously obtained in these same cell lines [21]. We considered the binding sites included within regions spanning 10 kb upstream or downstream of all DSGs in each cell line. The Circos plot [47] in Figure 5 shows the DSGs for which estradiol challenge induced at least one splicing event in both ERβ + cell lines with a nearby binding site for ERα and/or ERβ. The outer ring (blue) reports the ERα binding sites, while the inner ring (red) shows the ERβ binding sites. Based on ERα and ERβ binding, we distinguished three different DSGs groups. Group 1 DSGs were associated with both ERα and ERβ binding sites (black). Group 2 includes DSGs associated with ERα binding sites exclusively (blue) and group 3 DSGs associated with ERβ binding sites exclusively (red). The vast majority of genes exhibited both binding sites (Group 1), confirming the competing role of ERα and ERβ. Interestingly, among the putative direct ERβ splicing targets we found many genes involved in transcription: transcription factors (*FOXN3*, *NFIB*, *TAF6*, *TCF12*, *ZNF295*, *ZNF438*), histone methyltransferases (*ASH1L*, *MLL5*, *SETD5*, *SETMAR*) and acetyltransferase (*YEATS2*), other transcriptional regulators (*AKNA*, *BANP*, *CHD3*, *MEIS2*). Other interesting functions associated with these genes are: apoptosis (*BCL2L13*, *CASP8*, *C1orf201*), autophagy (*AMBRA1*, *ATG12*, *ATG13*, *ATG16L2*), splicing (*HNRNPH3*, *MBL2*), protein ubiquitination (*CNOT4*, *FBXW11*, *RFWD2*, *WDR20*) cytoskeleton and cytokinesis (*AURKA*, *EPS8L2*, *EPB41L2*, *LARP4*, *NPHP4*, *PLEC*, *TLN2*), primary cilium biogenesis [48] (*BBIP1*, *IFT140*, *KIAA0586*), intracellular trafficking/membrane trafficking (*ASAP1*, *KIF13A*, *MCOLN1*, *RAB17*, *TBC1D1*, *VPS29*), cell adhesion (*ARMC8*, *CD151*, *ELMOD3*, *LLP*, *VMP1*).

**Figure 5:**
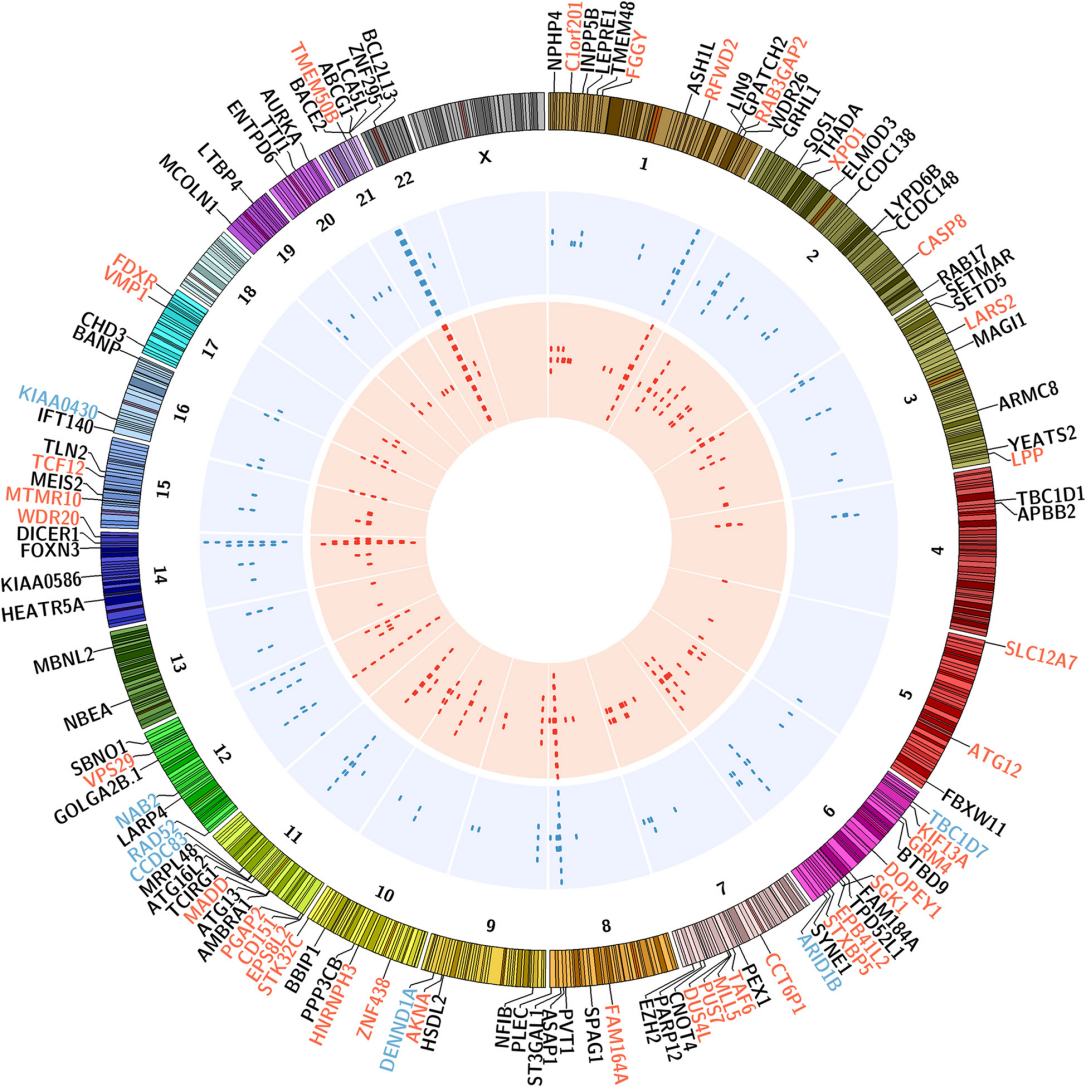
Correlation between ERβ-specific splicing and ER binding. Circos plot of differential spliced genes (DSGs) common to both ERβ + cell lines which contain at least one ER binding event within a window of 10 kB around the gene. The outer ring shows chromosome ideograms with the relative genes located in their respective chromosomal locations, with the following color code: the genes that have both ERβ and ERα binding are in black; the genes which have only ERβ binding are in red; the genes which have only ERα binding are in blue. The two internal rings represent ERα and ERβ binding events in blue and red, respectively.

Taken together, these analyses suggest the strong effect of ERs binding on alternative splicing and confirming the key role of ERβ in BC cells.

## Discussion

In this study we investigated for the first time the effects of ERβ expression on estrogen-dependent pre-mRNA maturation and splicing. We used two different subclones of ERα-positive and estrogen-dependent MCF-7 cells stably expressing ERβ, and we found that expression of ERβ in these cells significantly affected the estradiol-dependent early transcriptional program and splicing pattern. In particular, introduction of ERβ caused loss of regulation of 25% of the estrogen-regulated genes. Moreover, a comparison between the ERβ + and the wt ERβ- cells showed that expression of ERβ caused loss of ERα-induced promoter switching in 75% of the genes, and of ERα-induced splicing in 72% of the genes.

Besides affecting ERα-dependent transcription and splicing, expression of ERβ caused the appearance of ERβ-specific estrogen-responsive transcription (550 genes) [Additional file 2: Tables S1-D], promoter-switching (61 genes) and differential splicing (28 genes) events, counting only the events that were present in both ERβ + lines. The biological functions of the ERβ-specific genes included DNA replication and repair, cell cycle, apoptosis and autophagy, DNA transcription, lipid metabolism, membrane metabolism, intracellular trafficking, mRNA maturation and translation, protein ubiquitination and sumoylation, cell signaling, confirming that a wide variety of cellular processes are affected by ERβ.

Based on our data, there are at least three different mechanisms by which ERβ can affect ERα-dependent transcription: (1) competition with ERα for binding to target gene promoters, in the form of competitive binding or heterodimerization, which can alter the recruitment of coregulators: the comparison between Chip-seq and RNA-seq data showed that the majority of the primary targets identified in this experiment were directly targeted by both ERα and ERβ (Figure S1), as expected also from data in the literature [49]; (2) gain of new binding sites that are not bound by ERα alone: a subset of binding sites appeared in the ERβ + cells but were not present in *wt* cells, again consistently with a previous report comparing ERα and ERβ genomic binding patterns in MCF-7 cells [49]; (3) secondary effects: expression of ERβ induced transcription and splicing of transcriptional regulators (most interestingly, the corepressor *NCOR2*, involved in gene repression by tamoxifen-bound estrogen receptor and by unliganded NRs such as the retinoic acid receptors) and of splicing factors, which can in turn affect estrogen-induced transcription and pre-mRNA maturation. For instance, ERβ induced promoter switching in the *PPM1G* gene, encoding a protein phosphatase responsible for dephosphorylation of pre-mRNA splicing factors [50]; the ERβ-specific alternate protein isoform from this gene (ENST00000350803) has an additional 17 amino acids in the N-terminal catalytic domain compared to the main isoform (ENST00000544412), which are likely to modulate the enzymatic function.

Even if the sole detection of splicing events does not give information on the biological consequences of ERβ effects on RNA splicing, it is tempting to speculate on the possible implications of ERβ-dependent splicing events on BC cells. Changes in splicing patterns can affect biological processes by many different mechanisms, including gain-of-function or functional switches, altered cellular localization, dominant negative effect, changes in protein/mRNA stability. For instance, expression of ERβ induced a promoter switch in the *USP7* gene, resulting in a shorter transcript (ENST00000535863) compared to the major isoform expressed in *wt* cells (ENST00000381886). This ERβ-specific isoform is missing the N-terminal 84 amino acids, a region of the protein of critical importance for interaction with substrates. This suggests the possibility of a switch in substrate affinity induced by ERβ. This is particularly interesting as USP7 is a deubiquitinating enzyme, responsible for removing ubiquitin chains from both the tumor suppressor p53 and its negative regulator Mdm2 [51], which instead is an ubiquitin ligase inducing degradation of p53. As USP7 binds both p53 and Mdm2 with the same N-terminal domain [51], the overall effect of its enzymatic activity is highly dependent on the relative affinity for the two targets. The ERβ-induced switch may alter this equilibrium, thus modulating such a relevant aspect of cancer biology as p53 stability. In the case of IFNγ Receptor 2, ERα induced expression of the full length transcript (ENST00000381995), while ERβ favored a switch toward truncated forms (ENST00000545369, ENST00000405436) lacking the transmembrane domain, and therefore predicted to be secreted as soluble forms in the extracellular environment, with the potential of acting as dominant negative modulators of interferon signaling. In another example (the gene *PSEN1*, involved in intramembrane proteolysis and cleavage of the intracellular domain of transmembrane proteins such as amyloid precursor protein and Notch and therefore a potential therapeutic target in BC [52]), the ERβ-induced splicing switch did not alter the open reading frame but caused the expression of a longer mRNA (ENST00000366783) compared to the isoform that was favored by ERα (ENST00000422240), possibly affecting the rate of translation or stability of the mRNA.

Another way of finding hints to the biological consequences of ERβ-specific splicing events described here is the reconstruction of pathways whose genes are differentially spliced following ERβ introduction in the cells. For instance, we found many genes involved in the Notch signaling pathway differentially spliced by ERβ: the above-mentioned PSEN2 is the catalytic subunit of the γ-secretase complex, responsible for intramembrane proteolysis of transmembrane receptors including Notch, resulting in the release of Notch Intracellular Domain (NICD), which migrates to the nucleus and regulates transcription of target genes [53]. Also, NCOR2 is bound to the unliganded CBF-1 transcription factor, a primary effector of Notch signaling which acts as a repressor in unstimulated cells, but is converted to an activator (dismissing the corepressor NCOR2) after binding the NICD [54]. Furthermore, POGLUT1 has recently been shown to be an endoplasmic reticulum O-glycosyl-transferase responsible for glycosylation of Notch and required for its function [55], and SLC35C2 is an endoplasmic reticulum transporter responsible for accumulation of GDP-fucose, which is used for Notch fucosylation, required for full activation [56]. Finally, SGK1 has recently been shown to be a negative regulator of Notch signaling by inhibiting γ-secretase activity and promoting Notch degradation [57], and MAGI1 has been shown to recruit Notch ligand Dll1 to cadherin-based adherens junctions, stabilizing it on the cell surface [58]. It is worth noting that the predominant Notch receptor expressed in these cell lines was Notch2, which was induced by E2 in *wt* cells (to a level slightly below the chosen cut-off threshold, but highly statistically significant: FPKM without E2: 49.826; FPKM with E2: 61.583, FC 1.236, q-value 0.0005), while its basal expression was lowered and its up-regulation smoothened in the ERβ + cells.

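NOTCH2 was the most abundant Notch receptor gene in every line and rose modestly with E2 in wt. It lies on chromosome 1 from 120454176 to 120612240 (GRCh37/hg19). In wt it went from 38.7 ± 0.558 to 49.9 ± 1.50 FPKM (SD, n = 3 each), a ratio of 1.29 and a log2 change of 0.36 (standard error 0.03, limma adjusted p = 0.000528), just under the fold threshold. In Nt-ERβ it went from 32.6 to 42.1 FPKM on average (n = 3 each; standard error of the log2 change 0.04), also a ratio of 1.29, and the log2 difference between the rises in Nt-ERβ and wt was 0.00 (standard error 0.06, adjusted p = 1). In Ct-ERβ it went from 38.5 ± 0.635 to 31.5 ± 1.85 FPKM (SD, n = 3 each), a log2 change of -0.29 as deposited and of 0.22 after scaling. The E2 effect in Ct-ERβ was lower than in wt by -0.65 as deposited and by -0.13 after scaling (adjusted p = 1.13e-07 and 0.107). Without E2, NOTCH2 was lower than in wt by -0.24 in Nt-ERβ (log2, adjusted p = 0.000150), and in Ct-ERβ by -0.01 as deposited (adjusted p = 0.942) and -0.14 after scaling (adjusted p = 0.00772). NOTCH3 was between 1.16 and 1.67 FPKM on average over the 6 conditions, and NOTCH1 was at 0.273 ± 0.0388 FPKM in wt, 0.760 ± 0.0695 in Ct-ERβ and 0.626 ± 0.124 in Nt-ERβ without E2 (SD, n = 3 each).

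Of 41 genes of the Notch pathway, 3 of 33 measured rose in wt and none fell (the same counts when adjusted over the list alone), SGK1 and NRARP, a feedback inhibitor of Notch (log2 change 0.45), among them. Nt-ERβ had 8 higher and 2 lower of 32 (the same counts when adjusted over the list alone), among them the Notch ligand DLL1, which rose by 0.80 and whose E2 effect was above that in wt by 0.98 (adjusted p = 0.000183). Ct-ERβ had 3 higher and 18 lower of 31 as deposited and 6 higher and none lower after scaling (the same counts when adjusted over the list alone). As a set the list passed camera in no line (adjusted p = 0.82 in wt, 0.111 in Nt-ERβ and 0.621 in Ct-ERβ). MAGI1, which binds DLL1 at cell junctions, rose in Nt-ERβ by 0.42 and was at -0.44 in Ct-ERβ as deposited and at 0.04 after scaling.

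**Figure D8:**
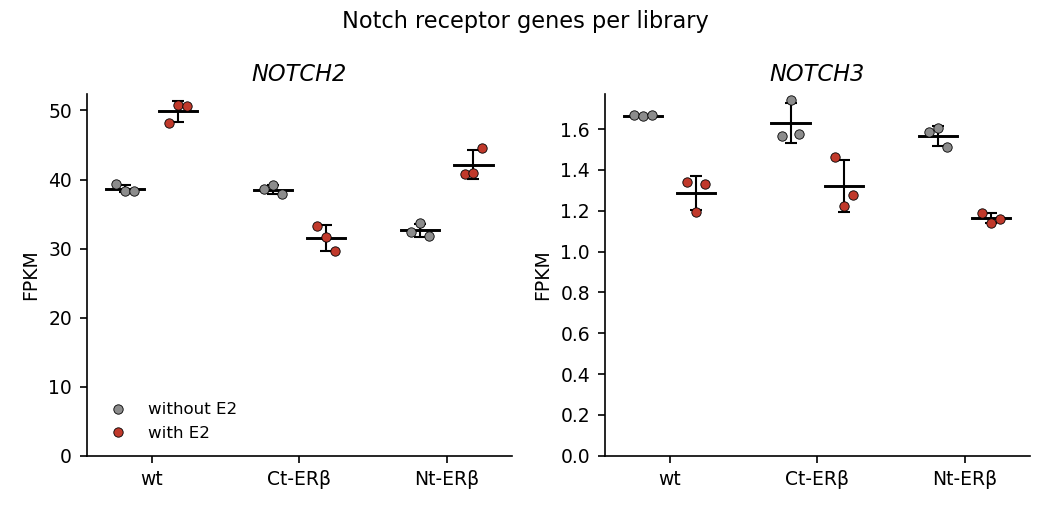
FPKM of NOTCH2 and NOTCH3 in each library of wt, Ct-ERβ and Nt-ERβ cells without (grey) and with (red) E2, as deposited. Points are libraries, lines the mean of 3 and bars the SD; NOTCH2 goes from 38.7 to 49.9 FPKM in wt and from 32.6 to 42.1 in Nt-ERβ.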

A possible modulation of the Notch pathway by ERβ is especially interesting as Notch is a known regulator of breast development and maintenance of breast stem cells [59]; alterations in the Notch pathway have been involved in breast carcinogenesis, and in particular the Notch pathway has been implicated in the development of triple negative BC (TNBC), a particularly aggressive form of BC which does not express ERα, progesterone receptor (PR) or HER2, and which has shown resistance to all known therapies [60]. Targeting Notch signaling has been proposed in TNBC. As these cancers are ERα-negative, hormonal treatment is not currently used for these patients; however, ERβ could be expressed in up to 50% of TNBCs [10,18], and its expression in TNBC has been associated with better prognosis [18]. Therefore, ERβ may represent a potential new therapeutic target in TNBC. The interrelation between ERβ and Notch in the development and prognosis of triple-negative BC should be investigated further in future research.

## Conclusions

In conclusion, whole-genome analysis of early transcription evens and mRNA processing associated with ERβ confirmed a relevant role for this receptor in modulating ERα-dependent transcription and splicing, but also identified novel, ERβ-specific transcription and splicing events, confirming a wide range of actions of ERβ in the biology of BC.

The data reported here confirm the complexity of estrogen action in BC cells and provide a comprehensive description of the effects of ERα and by ERβ on early transcription and splicing in hormone-responsive BC cells. More importantly, they provide a starting point to identify the events of ERβ-dependent splicing which are most significant for cancer biology.

## Methods

### Human hormone-responsive BC cells

Stable cell clones expressing either C-TAP-ERβ or N-TAP-ERβ (ERβ+) generated as previously described [23], and wild type (wt) MCF7 (ERβ-) cells were used for this study. All cell lines were maintained, propagated, hormone-starved for 5 days and analyzed for estrogen signaling as described earlier [21,45].

### Illumina RNA sequencing library preparation

Total RNA was extracted from hormone-starved cell cultures (+Ethanol -E2) or after 2 hours of stimulation with 10^-8^ M 17β-estradiol (+E2), as described previously [21]. RNA concentration in each sample was determined with a NanoDrop-1000 spectrophotometer and the quality assessed with the Agilent 2100 Bioanalyzer and Agilent RNA 6000nano cartridges (Agilent Technologies). Indexed libraries were prepared from 1 μg/ea. of purified RNA with TruSeq Stranded total RNA Sample Prep Kit (Illumina) according to the manufacturer’s instructions. Libraries were sequenced (paired-end, 2×100 cycles) at a concentration of 8 pmol/L per lane on HiSeq1500 platform (Illumina) with a coverage of >70 million sequence reads/sample on average.

### Read alignment and transcript assembly

TopHat v.2.0.10 [61] was used to align all reads including junction-spanning reads back to the human genome (Homo sapiens Ensembl GRCh37, hg19). To identify the differentially expressed and spliced genes and isoforms between ERβ- and ERβ + cell lines we used Cuffdiff v2.1.1 [44]. The parameters to define genes and isoforms as differentially expressed were the following: expression level threshold of 0.5 FPKM; *q*-value (FDR-adjusted *p*-value of the test statistic) ≤ 0.05 and |FC| ≥ 1.3. Moreover, to detect the ERβ- and ERβ + BC-specific splice events such as exon skip, exon inclusion, alternative splice sites and intron retention, we performed a direct comparison analysis using MATS v3.0.8 [37]. To filter events with at least 10% change in exon inclusion level we set the MATS cutoff *c*, representing the extent of splicing change one wishes to identify, to 0.1, and FDR ≤ 0.05 to filter the identified splice events.

### Data access

RNA-Seq data have been deposited in the Gene Expression Omnibus genomics data public repository (http://www.ncbi.nlm.nih.gov/geo/) with Accession Number GSE64590.

## Additional files

Additional file 1: Figure S1. Description: KEGG pathway (Kanehisa *et al.* Nucleic Acids Res 2014, 42:D199) analysis of ERα and ERβ interactors involved in Spliceosome Pathway. Blue and red boxes highlight ERα and ERβ interacting proteins, respectively. Additional file 2: Tables S1. A: Ct-ERβ gene list. Genes with a FPKM value ≥0.5, *q*-value ≤0.05 and |FC| ≥ 1.3 in the Ct-ERβ BC cell line. B: Nt-ERβ gene list. Genes with a FPKM value ≥0.5, *q*-value ≤0.05 and |FC| ≥1.3 in the Nt-ERβ BC cell line. C: MCF-7 wt gene list. Genes with a FPKM value ≥0.5, *q*-value ≤0.05 and |FC| ≥1.3 in the wt MCF-7 BC cell line. D: Commonly regulated genes in both ERβ + BC cell lines. Genes consistently regulated in both ERβ + BC cells with a *q*-value ≤0.05 and |FC| ≥1.3. E: Ct-ERβ isoform list. Isoforms with a FPKM value ≥0.5, *q*-value ≤0.05 and |FC| ≥1.3 in the Ct-ERβ BC cell line. F: Nt-ERβ isoform list. Isoforms with a FPKM value ≥0.5, *q*-value ≤0.05 and |FC| ≥1.3 in the Nt-ERβ BC cell line. G: MCF-7 wt isoform list. Isoforms with a FPKM value ≥0.5, FDR ≤0.05 and |FC| ≥1.3 in the wt MCF-7 BC cell line. Additional file 3: Tables S2. A: List of exon skipping events in Ct-ERβ, B: List of mutually exclusive exons in Ct-ERβ, C: List of retained introns in Ct-ERβ, D: List of alternative 3’ splice sites in Ct-ERβ, E: List of alternative 5’ splice sites in Ct-ERβ, F: List of exon skipping events in Nt-ERβ, G: List of mutually exclusive exons in Nt-ERβ, H: List of retained introns in Nt-ERβ, I: List of alternative 3’ splice sites in Nt-ERβ, J: List of alternative 5’ splice sites in Nt-ERβ, K: List of exon skipping events in wt MCF-7, L. List of mutually exclusive exons in wt MCF-7, M: List of retained introns in wt MCF-7, N. List of alternative 3’ splice sites in wt MCF-7, O: List of alternative 5’ splice sites in wt MCF-7. Additional file 4: Table S3. Discordant Isoforms ERβ+/ERβ-. List of all isoforms with opposite regulation pattern in ERβ+/ERβ-. Additional file 5: Tables S4. A: Differential Promoter Usage Ct-ERβ. Gene list with differential promoter usage (DPU) in the Ct-ERβ BC cell line (FDR ≤0.05). B: Differential Promoter Usage Nt-ERβ. Gene list with DPU in the Nt-ERβ BC cell line (FDR ≤0.05). C: Differential Promoter Usage MCF-7 wt. Gene list with DPU in the wt MCF-7 BC cell line (FDR ≤0.05). D: Differential Spliced Gene Ct-ERβ. Gene list differentially spliced (DSGs) in the Ct-ERβ BC cell line (FDR ≤0.05). E: Differential Spliced Gene Nt-ERβ. Gene list differentially spliced (DSGs) in the Nt-ERβ BC cell line (FDR ≤0.05). F: Differential Spliced Gene MCF-7 wt. Gene list differentially spliced (DSGs) in the wt MCF-7 BC cell line (FDR ≤0.05). Additional file 6: Table S5.
*PSD3* TSSs expression values. Transcript starting sites (TSSs) expression value list of the *PSD3* gene, expressed in FPKM with relative FC, FDR and *p*-value in Ct-ERβ, Nt-ERβ and MCF-7 wt BC cell lines. Additional file 7: Tables S6. A: ERα binding sites in Ct-ERβ. Gene list of DSGs including ERα binding sites in a 10 kb window around the gene in the Ct-ERβ BC cell line. B: ERβ binding sites in Ct-ERβ. Gene list of DSGs including ERβ binding sites in a 10 kb window around the gene in the Ct-ERβ BC cell line. C: ERα binding sites in Nt-ERβ. Gene list of DSGs including ERα binding sites in a 10 kb window around the gene in the Nt-ERβ BC cell line. D: ERβ binding sites in Nt-ERβ. Gene list of DSGs including ERβ binding sites in a 10 kb window around the gene in the Nt-ERβ BC cell line. E: ERα binding sites in MCF-7 wt. Gene list of DSGs including ERα binding sites in a 10 kb window around the gene in the wt MCF-7 BC cell line. Additional file 8: Figure S2. Heat map representing the clustered density matrix of ERα and ERβ binding sites. Chromatin immunoprecipitation of ERα and ERβ in Ct-ERβ and *wt* MCF-7 cells show different ER binding profiles (highlighted by square brackets). In the clustering, each line represents a genomic location of a binding site with its surrounding ±1.5 kb region. This matrix was subjected to *k*-means clustering.

## Abbreviations

ER: Estrogen receptor
Nt-ERβ: N-TAP-estrogen receptor beta
Ct-ERβ: C-TAP-estrogen receptor beta
E2: 17β-estradiol
BC: Breast cancer
FPKM: Fragment per kilobases of exon per million
DSGs: Differentially spliced genes
TSSs: Transcripts starting sites
DPU: Differential promoter usage

How the deposited data were processed for this re-analysis (not part of the article)

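RNA sequencing of 18 libraries was analysed: MCF-7 wt, Ct-ERβ and Nt-ERβ cells, starved of hormone for 5 days and then given ethanol or 10 nM E2 for 2 hours, with 3 replicates each. According to the paper, the authors made stranded total RNA libraries, aligned paired reads with TopHat 2.0.10 to GRCh37/hg19 and used Cuffdiff 2.1.1. The sample records also list CASAVA 1.8 among the tools. The FPKM values were made by the authors before deposit, 1 table per library, and hold fragments divided by exon length and by the size of the library, for genes and not for isoforms. They were used as deposited. The tables were joined on the gene identifier, and genes whose value was marked as not estimated in any library were left out, which kept 55720 of 56256. Gene types and transcript lengths came from an annotation that matched 87.2% of the genes. Isoforms, promoter use, splicing events and receptor binding sites were not analysed here.

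Depth was estimated from the step that a single fragment makes in the FPKM of 1-exon genes of 500 to 3000 nt, and 80.6 to 84.6% of low values lay within 0.15 of a whole number of fragments. The libraries held 50.2 to 80.5 M reads by this estimate, which takes the divisor of the FPKM for the depth. The median coefficient of variation between replicates was 17.6 to 21.0% at 0.5 to 1 FPKM and 0.698 to 0.897% at 500 to 5000 FPKM.

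Each line's E2 effect was fitted with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.5) with a mean-variance trend, over genes with a mean of at least 0.5 FPKM in either treatment. A gene was called regulated at an adjusted p (Benjamini-Hochberg) of at most 0.05 and a ratio of mean FPKM of at least 1.3. Differences between lines were interaction terms of a fit over all 18 libraries, called at the same adjusted p. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Single receptors were compared with exact permutation tests and shares of genes with Fisher's exact test. On simulated data 56, 52 and 72% of genes changed by a ratio of 1.3 were recovered in wt, Ct-ERβ and Nt-ERβ and 100% of those changed by 1.5 or more. The changed genes lay at 1 FPKM or more, and their normal noise was set by expression level alone. Recovery of lower or more variable genes was not simulated. A ratio of 1.3 is also the calling threshold, which limits recovery there. Of unchanged genes 7 of 15053, 2 of 14849 and 4 of 15204 were called.

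Of 23 gene lists, 20 were tested with camera at a preset correlation of 0.01 and again with an estimated one. The fibroblast, immune, and kidney or neural markers had too few measured genes and were only counted. The lists are classical E2-induced genes, genes known as E2-repressed, immediate early genes, DNA replication, DNA repair, mitosis, replication-dependent histones, cytosolic ribosomal proteins, mitochondrially encoded mRNAs, nuclear oxidative phosphorylation, small RNAs, Notch pathway, splicing factors, cholesterol synthesis, heat shock and unfolded protein response, interferon response, hypoxia and glycolysis, and aryl hydrocarbon receptor targets. The other 5 are markers of luminal, basal, fibroblast, immune, and kidney or neural cells. Genes named in the text are those the paper names, ESR1 and ESR2, up to 8 per direction and line (and per interaction, called in both with one sign) with the largest called change at a mean of at least 5 FPKM, and up to 4 members per list. For the E2 effect of a line every E2 library had to lie on one side of every library without E2, and the small RNA list was left out. Other genes are said to be chosen after their values were seen. The values of the paper's genes in its tables and figures had been seen when the rule was written.

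Alternatives were pseudocounts of 0.1 and 1, an FPKM filter of 1 or none, median-ratio scaling, quantile normalization, a replicate block, a single fit over all libraries, other fold rules, and each library left out in turn. Added after the values were seen were keeping the genes marked as not estimated, a removal of the trend with transcript length, protein-coding genes of at least 2000 nt, and Nt-ERβ alone.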

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

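The comparisons of the E2 effect between lines and the splits of the libraries were planned, and the tests of explanations in the last 3 paragraphs were chosen after the result was seen.

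The E2 effect differed from that in wt for 3939 genes in Nt-ERβ and for 10693 in Ct-ERβ (5155 after median-ratio scaling), by the interaction test in limma. In both ERβ+ lines it was higher than in wt for 235 genes and lower for 1277, where 103 and 876 are due by chance if the comparisons were independent (647 and 661 after scaling, where 305 and 263 are due). Genes called in both lines with opposite signs were 1718, more than the 1512 with one sign, and 619 against 1308 after scaling. Both comparisons use the same wt libraries, which alone gave a covariance of 0.0735 between them in simulated libraries without any difference between lines (correlation 0.500), against 0.0825 (0.276) observed. In those 20 simulations at most 0 genes were called in both lines with one sign, as deposited and after scaling. They held no E2 effect and gave 0.05 calls on average in Ct-ERβ (0.15 after scaling) and 0 in Nt-ERβ. They therefore cannot give the shared count due where each line has its own E2 effect. An effect common to both ERβ+ lines is neither shown nor excluded by the shared counts. For Ct-ERβ, 2 of 100 splits of the libraries within the lines were as large, the real one with 10693 included. This share is under 0.05, but the splits also change labels outside Ct-ERβ. The E2 labels of Ct-ERβ alone allow 10 splits, too few to exclude chance for these labels. The other split, with 10753, keeps these labels, and the highest that does not keep them gave 164. For Nt-ERβ, chance cannot be excluded by the same share, 6 of 100, with 3939 for the real split and 4767 for the highest other. All 5 other splits as large keep the E2 labels of Nt-ERβ, so they follow a structure of the samples, and the highest that does not gave 160. In either line the count thus follows the E2 labels of that line. These splits cannot tell whether its E2 effect differs from that in wt. For the E2 effect within a line the 10 splits are too few for a share under 0.05, with 1 of 10 as large in each. The real and highest other counts were 783 and 5 in wt, 9541 and 9 in Ct-ERβ, and 3091 and 7 in Nt-ERβ.

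Gene lists whose E2 effect differed between Nt-ERβ and wt are given as the median difference relative to all genes. For either ERβ+ line, a list is given only if it passed camera as deposited and after scaling. It had to pass with both correlations and in one direction, so lists that passed under 1 scale alone are left out. Classical E2-induced genes lay at 0.31 (23 higher and 2 lower of 41), genes known as E2-repressed at 0.19 (9 and 1 of 18), immediate early genes at 0.20 (10 and 1 of 21) and luminal markers at 0.25 (7 and 0 of 10). Histone genes lay at 0.24 (46 and 2 of 70), ribosomal proteins at 0.13 (77 and 1 of 83), mitochondrially encoded mRNAs at 0.24 (11 and 0 of 12), oxidative phosphorylation at 0.070 (26 and 3 of 81) and splicing factors at -0.069 (9 and 16 of 49).

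Between Ct-ERβ and wt, DNA replication lay at -0.31 (0 higher and 34 lower of 34), mitosis at -0.30 (0 and 24 of 24), splicing factors at -0.24 (0 and 47 of 49), heat shock and unfolded protein response at -0.23 (0 and 18 of 19) and luminal markers at -0.24 (0 and 9 of 10). After median-ratio scaling these lists lay at -0.21 (0 and 17), -0.21 (0 and 14), -0.13 (3 and 31), -0.12 (0 and 10) and -0.13 (2 and 6). Histone genes lay at 0.81 (40 and 17 of 70), ribosomal proteins at 0.35 (36 and 41 of 83) and small RNAs at 1.53 (114 and 9 of 287), and after scaling at 0.90 (56 and 1), 0.46 (72 and 8) and 1.37 (117 and 3). With quantile normalization the E2 effect on ribosomal proteins in Ct-ERβ itself lay below that of all genes (-0.44). The paper does not discuss the 121 small RNA genes that rose with E2 in Ct-ERβ. Ribosomal RNA genes rose there as well (17 higher and 0 lower of 20, median log2 change 3.96). For both kinds of RNA, a response to E2 cannot be told apart from a trait of these libraries.

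Most mRNAs were lower, and small RNAs higher, in Ct-ERβ with E2. For the fall of mRNAs the scale of the deposited libraries is a candidate explanation. The deposited log2 ratio of E2 to no E2 lies below that of the paper's Table S1-A by a median of -0.56 (95% interval -0.56 to -0.56). This holds over 1411 genes in the part of that table at hand (1998 of 6202 rows). The difference is nearly the same for all of them, with quartiles of -0.564 and -0.557. It lies at 0.027 in wt and 0.055 in Nt-ERβ. Which of the scales is right was not tested. The intervals in this paragraph come from resampling genes, which are not independent, and carry no spread between libraries, cultures or clones. Within these libraries, a common effect of ERβ is argued against by a median difference of 0.0251 (0.0200 to 0.0298) between Nt-ERβ and wt. For small RNAs one factor for all genes is argued against, since they lay 1.91 (1.62 to 2.08) above mRNAs of at least 3000 nt, and so is an effect of ERβ common to both lines, with 0.0282 (-0.0909 to 0.113) in Nt-ERβ, which has more ESR2, against 1.43 in Ct-ERβ. A bias toward short transcripts cannot be told apart from a response of this line, as the correlation with length was -0.177 (upper limit -0.155), between the bounds set for it, and was -0.222 in Nt-ERβ. A response of Ct-ERβ cells to E2 stays open, untested.

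Genes repressed by E2 in wt lost their regulation more often than induced genes. The odds ratios and intervals that follow count genes, which are not independent replicates, and carry no spread between libraries, cultures or clones. Smaller wt effects of the repressed genes are argued against as the whole cause after scaling, with an odds ratio of 2.74 (1.85 to 4.04) in strata of the wt change and FPKM, and in Nt-ERβ alone as deposited, with 3.63 (2.58 to 5.12). For loss in both lines as deposited they cannot be told apart from another cause, since the stratified odds ratio of 1.48 (0.981 to 2.22) includes 1. The scale of the Ct-ERβ libraries is argued against by an odds ratio of 3.67 (2.63 to 5.14) in Nt-ERβ alone. That ERβ opposes repression more often than induction is a candidate explanation in Nt-ERβ, where after scaling the interaction opposed the wt change for 67 of 282 repressed and 35 of 431 induced genes, an odds ratio of 3.52 (2.22 to 5.65) from the same libraries that show the pattern. In Ct-ERβ, with 75 of 282 and 119 of 431, it cannot be told apart from no preference, as the interval of 0.950 (0.666 to 1.35) includes 1. As deposited the counts there were 37 of 243 and 395 of 540, an odds ratio of 0.0662 (0.0431 to 0.0996), which says nothing of a preference because the deposited scale lowers most genes. Scaled, an effect in both lines at once (25 of 282 and 25 of 431) cannot be told apart from no preference either, with 1.58 (0.850 to 2.93). As deposited it was 16 of 243 and 43 of 540, with 0.815 (0.419 to 1.51), which carries the deposited scale of Ct-ERβ.

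The replicates of each condition differed by about sampling noise. Libraries made from 1 culture or 1 RNA may explain this, as the highest dispersion index of the 6 conditions in genes of 100 to 1000 fragments was 0.975 (0.780 to 1.204, Nt-ERβ with E2), where a value above 2 in most conditions would have argued against it. At 5 to 20 fragments Ct-ERβ with E2 lay slightly above noise, at 1.24 (1.01 to 1.54). No biological explanation was tested.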

How the results depend on the processing

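Keeping the genes marked as not estimated, the removal of the length trend, the restriction to protein-coding genes of at least 2000 nt and Nt-ERβ alone were chosen after the result was seen; the other alternatives were planned. Counts of expressed genes stayed within 1.5 times under every alternative run. The balance of directions in Ct-ERβ and Nt-ERβ depends on scaling. With median-ratio scaling, quantile normalization, and scaling with the length trend removed, in this order, Ct-ERβ had 2966, 3346 and 2945 regulated genes, 2196, 1725 and 1931 induced and 770, 1621 and 1014 repressed, and Nt-ERβ had 1545, 1524 and 1539 induced and 1482, 1468 and 1423 repressed. Genes gained in both ERβ+ lines were then 538, 574 and 528, gained in Ct-ERβ 2582, 2966 and 2551, and opposite to wt 94, 95 and 84. Ct-ERβ interactions were 5155, 5260 and 4871 (higher 2388, 1867 and 2349; lower 2767, 3393 and 2522), and interactions shared by both lines were 647, 421 and 599 (higher), and 661 and 560 (lower, median-ratio scaling without and with the length trend removed). Scaled protein-coding genes of at least 2000 nt gave 1610 regulated and 586 repressed in Ct-ERβ. Without a fold threshold there were 2671 regulated genes in wt (2019 induced, 652 repressed), 6936 in Nt-ERβ (4551 and 2385), 1621 in all 3 lines, 3773 gained in both, 4978 gained in Nt-ERβ and 896 opposite. With no FPKM filter 197 genes were lost, with Nt-ERβ alone 256 were lost and 686 opposite, and with a replicate block 159 were repressed in wt and 77 lost. The share lost was higher for repressed than induced genes under these alternatives, but the difference in percentage points no longer passed with pseudocount 1 (5.65), the fold on the limma scale (6.19) or the replicate block (2.65).

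The direction in Ct-ERβ reversed with median-ratio scaling for TNS3 (0.46), TMSB15B (0.064), ZNF98 (0.089), RPL10 (0.41), RPS18 (0.41), SNHG17 (0.43), MAGI1 (0.044), AC112777.1 (0.46), J01415.23 (0.40), SNRPA (0.0080), HK2 (0.38), CYP1B1 (0.0093), FN1 (0.086) and mitochondrially encoded mRNAs (0.35). With the length trend removed it reversed for TNS3 (0.49), TMSB15B (0.038), ZNF98 (0.077), EEF1D (0.41), RPL10 (0.39), SNHG17 (0.43), MAGI1 (0.073), AC112777.1 (0.46), HK2 (0.43), CYP1B1 (0.054), CDH1 (0.028) and FN1 (0.11). With quantile normalization it reversed for TNS3 (0.40), ZNF98 (0.019), SNHG17 (0.38), MAGI1 (0.0040), RPS10 (-0.0033), FN1 (0.048) and ribosomal proteins (-0.44), and in Nt-ERβ for splicing factors (-0.075). The cause was not tested, apart from the scale of the Ct-ERβ libraries, which these alternatives change by construction.

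Leaving out each library in turn gave 628 to 648 regulated genes in wt (453 to 472 induced, 171 to 184 repressed), 9009 to 9303 in Ct-ERβ (711 to 748, 8298 to 8555) and 2782 to 2863 in Nt-ERβ (1817 to 1860, 934 to 1013). It gave 205 to 242 genes in all 3 lines, 91 to 148 lost, 1221 to 1365 gained in both, 8671 to 9252 in Ct-ERβ and 2274 to 2652 in Nt-ERβ, and 152 to 186 opposite. Interactions were 10329 to 10564 in Ct-ERβ (690 to 729 higher, 9632 to 9835 lower), 3494 to 3603 in Nt-ERβ (2194 to 2260, 1288 to 1343) and shared 219 to 240 (higher) and 1097 to 1334 (lower). Expressed genes were 15892 to 15924 in wt, 15543 to 15591 in Ct-ERβ and 16142 to 16189 in Nt-ERβ. The difference in the share lost was 1.61 to 9.46. Of genes named in the text as called, 5 of 44 in wt, 11 of 122 in Ct-ERβ and 5 of 77 in Nt-ERβ lose their call without some library. Alternatives for isoforms, promoters and splicing were not run. Depth limits genes near 0.5 FPKM, where the replicates vary most.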

Differences from the paper's values

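Beside each value stand the alternatives set before the data were examined, and those chosen after the result was seen are in the third paragraph alone. Of the paper's counts, those in Ct-ERβ and those that depend on them differ most. The paper gives 2899 genes regulated in Ct-ERβ and the deposited FPKM give 9541, with median-ratio scaling (2966) and quantile normalization (3346) within 1.5 times of the paper's and the other alternatives set at that stage outside. For genes gained in Ct-ERβ the paper gives 2396 and the deposited FPKM 9179, and for genes gained in both ERβ+ lines the paper gives 550 and the deposited FPKM 1333. For both, of the alternatives set before the data were examined these same scalings come within 1.5 times (2582 and 2966, and 538 and 574). The paper gives 230 genes lost in both ERβ+ lines and the deposited FPKM 131, with no FPKM filter (197), median-ratio scaling (158) and quantile normalization within 1.5 times and the others set before the data were examined not. For the share of repressed genes lost, the paper gives 40% and the deposited FPKM 21.4%, and the same 3 of them come within 1.5 times (33.7% with median-ratio scaling). For genes opposite in ERβ+ and wt cells the paper gives 298 and the deposited FPKM 178, and no alternative, set before or added later, comes within 1.5 times. The paper's Table S3, for these genes, is titled for isoforms, and the counts here are of genes.

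The values in Fig. 1, read by eye, were compared next. For genes regulated in all 3 lines it shows about 400 in Fig. 1, read by eye, against 237 here, with median-ratio scaling (311), quantile normalization and one fit over all 18 samples within 1.5 times and the others set before the data were examined not. For lost genes that were repressed it shows about 62% in Fig. 1, read by eye, against 39.7% here. Pseudocount 0.1, FPKM filter 1, no FPKM filter, median-ratio scaling (60.1%), quantile normalization, one fit and 3 of the leave-one-out settings come within 1.5 times and the others set before the data were examined do not. For gained genes with the same direction in both lines it shows about 84% in Fig. 1, read by eye, against 51.1% here, with median-ratio scaling (82.0%) and quantile normalization within 1.5 times. For gained genes induced in both lines it shows about 59% in Fig. 1, read by eye, against 7.73% here, and for those repressed in both about 25% in Fig. 1, read by eye, against 43.4% here. For each of these, median-ratio scaling (52.8% and 29.2%) is the one set before the data were examined that comes within 1.5 times. Pseudocounts 0.1 and 1, FPKM filter 1, no FPKM filter, the replicate block, one fit, the other fold rules and the leave-one-out settings stay outside for the last 3.

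Of the alternatives added later, median-ratio scaling with the length trend removed comes within 1.5 times of the paper's value for every measure above other than the genes opposite in ERβ+ and wt cells (84). It gave 2945 genes regulated in Ct-ERβ, 2551 gained there, 528 gained in both lines, 158 lost, 33.6% of repressed genes lost, 317 in all 3 lines, 60.1% of lost genes repressed, and of gained genes 81.8% with the same direction, 48.9% induced and 33.0% repressed in both lines. With Nt-ERβ as the one line compared with wt, 256 genes were lost, also within 1.5 times.

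The paper states that the rise of NOTCH2 with E2 is weaker in ERβ+ cells. Here the ratio in Nt-ERβ was 1.29, as in wt, and in Ct-ERβ the log2 change was -0.29 as deposited and 0.22 after scaling, with a difference from wt of -0.13 (adjusted p = 0.107) after scaling. The paper states that basal NOTCH2 was lowered in ERβ+ cells. It was lower in Nt-ERβ here (-0.24), and in Ct-ERβ only after scaling (-0.14, against -0.01 as deposited). Of 17 genes the paper names as regulated in opposite directions, 4 met the rule as deposited and 5 after scaling. They met it by the sign of the wt change alone, as none of the 17 was regulated in wt. The paper states that replication and repair functions are enriched among lost genes. Here 1 of 34 replication genes and none of 25 repair genes was regulated in wt (limma, with 4787 genes of all kinds at an unadjusted p under 0.05), so almost none could be lost and the lists do not test the statement.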

Other observations

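The tests in this part were planned, and which lists and genes it sets out was chosen after their values were seen.

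Without E2 the subclones differ from wt in several groups of genes. Interferon response genes were higher in Ct-ERβ, 20 of 20, by a median of 2.47 relative to all genes (2.44 after median-ratio scaling). IFIT1 was at 76.0 ± 0.355 FPKM in Ct-ERβ, 7.31 ± 0.351 in wt and 4.09 ± 0.241 in Nt-ERβ (SD, n = 3 each). In Nt-ERβ 11 of the 20 were lower and 4 higher (median -0.28). Histone genes were lower in Nt-ERβ, 61 of 70 (median -0.77), as were mitosis genes, 23 of 24 (-0.49), and mitosis genes were higher in Ct-ERβ, 22 of 24 (0.29; 18 and 0.25 after scaling). CYP1A1, the main target of the aryl hydrocarbon receptor, was at 95.3 ± 2.64 FPKM in Nt-ERβ, 3.14 ± 0.162 in wt and 1.43 ± 0.0931 in Ct-ERβ (SD, n = 3 each). The 5 measured targets of this receptor did not pass as a list in Nt-ERβ (3 higher and 2 lower, median 0.12, camera adjusted p = 0.264). In Ct-ERβ 4 were lower and 1 higher (median -1.04, adjusted p = 0.000539; -1.08 and adjusted p = 0.00238 after scaling).

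With E2, luminal genes rose in Nt-ERβ (5 of 10, or 6 when adjusted over the list alone; camera adjusted p = 0.000129, and adjusted p = 0.0386 with an estimated correlation), among them FOXA1 (log2 change 1.09), KRT19 (0.66) and CDH1 (0.79). In wt 1 of the 10, XBP1, rose (adjusted p = 0.00400, and adjusted p = 0.15 with an estimated correlation), and in Ct-ERβ 1 rose and 6 fell (2 and 0 after scaling). Interferon genes fell in wt, 6 of 16 (8 when adjusted over the list alone; adjusted p = 2.25e-08, and adjusted p = 0.0208 with an estimated correlation), and in Nt-ERβ, 5 of 16 (adjusted p = 0.0251, and adjusted p = 0.217 with an estimated correlation). In Ct-ERβ 1 rose and 16 fell of 20 (3 and 4 after scaling). Aryl hydrocarbon receptor targets rose in Nt-ERβ, 3 of 5 (AHRR, CYP1A1 and TIPARP; adjusted p = 0.00168, and adjusted p = 0.0625 with an estimated correlation). In wt 1 rose (adjusted p = 0.0435, and adjusted p = 0.158 with an estimated correlation), and in Ct-ERβ 1 rose and 2 fell (1 and 0 after scaling).

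Among splicing factors none of 49 passed in wt (limma), although the set moved up by a median of 0.09 (adjusted p = 0.000129, and adjusted p = 0.0298 with an estimated correlation). In Nt-ERβ SRSF5 (log2 change 0.54), SRSF6 (0.51) and ESRP2 (chosen after its values were seen) rose, and in Ct-ERβ 43 fell (3 higher and 1 lower after scaling, median -0.12). Of 19 cholesterol genes none passed in wt, 1 rose in Nt-ERβ, and 16 fell in Ct-ERβ (3 after scaling, INSIG1 at -0.42 among them; adjusted p = 0.0891). Heat shock and unfolded protein genes had 1 higher of 18 in wt, 6 higher and 2 lower of 19 in Nt-ERβ, with HSPH1 at -0.69, and 1 higher and 13 lower of 18 in Ct-ERβ (1 and 2 after scaling). In wt the set had adjusted p = 0.0261, and adjusted p = 0.118 with an estimated correlation. Hypoxia and glycolysis genes had 3 higher of 16 in wt (3 higher and 1 lower when adjusted over the list alone), with SLC2A1 at 0.82 and HK2 at 0.71, 5 higher and 2 lower of 15 in Nt-ERβ and 1 higher and 8 lower of 16 in Ct-ERβ (4 and 1 after scaling). The set had adjusted p = 0.0167 in wt, and adjusted p = 0.101 with an estimated correlation, and adjusted p = 0.0376 in Nt-ERβ, and adjusted p = 0.197 with an estimated correlation. Basal markers had none of 5 regulated in wt, 1 higher and 3 lower of 6 in Nt-ERβ (adjusted p = 0.0476, and adjusted p = 0.159 with an estimated correlation), KRT17 at -0.64 among them, and 4 lower of 5 in Ct-ERβ (none after scaling). Among kidney or neural markers 1 was measured in wt, 1 in Ct-ERβ and 2 in Nt-ERβ, and ENO2 fell in Ct-ERβ as deposited alone. Among fibroblast markers FN1 did the same, a call lost without the first or second Ct-ERβ replicate with E2 (ratios 0.776 and 0.777), and no immune marker was measured.

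Of 38 genes the paper names for promoter switches, 1 fell in wt (SYDE2, log2 change -0.52), 5 rose and 3 fell in Nt-ERβ, and 4 rose and 18 fell in Ct-ERβ (12 and 1 after scaling). Of 19 named for differential splicing, none passed in wt, 2 rose and 1 fell in Nt-ERβ, and 1 rose and 13 fell in Ct-ERβ (2 and 0 after scaling). Of 47 tested genes named with receptor binding, 1 rose and 1 fell in wt (ZNF295 and MEIS2), 7 rose and 1 fell in Nt-ERβ, and 1 rose and 29 fell in Ct-ERβ (8 and 2 after scaling). These counts are at the level of genes and say nothing of promoters, exons or binding.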
